# Paclitaxel exposure downregulates miR-522 expression and its downregulation induces paclitaxel resistance in ovarian cancer cells

**DOI:** 10.1038/s41598-020-73785-8

**Published:** 2020-10-07

**Authors:** Mayuko Miyamoto, Kenjiro Sawada, Koji Nakamura, Akihiko Yoshimura, Kyoso Ishida, Masaki Kobayashi, Aasa Shimizu, Misa Yamamoto, Michiko Kodama, Kae Hashimoto, Tadashi Kimura

**Keywords:** Cancer, Cancer genetics, Gynaecological cancer

## Abstract

Paclitaxel resistance is a critical challenge in ovarian cancer treatment. This study aimed to identify microRNAs (miRNAs) that modulate paclitaxel resistance for use as potential therapeutic targets in such settings. Paclitaxel-resistant cell lines were established using two ovarian cancer cell lines: SKOV3ip1 and HeyA8. The evaluation of miRNA polymerase chain reaction (PCR) arrays indicated that the expression of miR-522-3p was downregulated in paclitaxel-resistant cells. The restoration of miR-522-3p sensitized the resistant cells to paclitaxel, and its downregulation desensitized the parental cells. Using PCR arrays, we focused on *E2F2,* with the luciferase reporter assay revealing that it was a direct target for miR-522-3p. The paclitaxel-resistant cells showed stronger *E2F2* expression than the parental cells, while *E2F2* inhibition sensitized the resistant cells to paclitaxel. Forced *E2F2* expression in the parental cells led to the acquisition of paclitaxel resistance, while miR-522-3p inhibited *E2F2* expression and was associated with retinoblastoma protein phosphorylation attenuation, which resulted in G0/G1 arrest. The effects of miR-522-3p and *E2F2* in ovarian cancer were examined using public databases, revealing that low miR-522-3p expression and high *E2F2* expression were associated with significantly poorer overall survival. In conclusion, miR-522-3p attenuated the degree of paclitaxel resistance in vitro through the downregulation of *E2F2;* miR-522-3p supplementation may be a therapeutic target for paclitaxel-resistant ovarian cancer.

## Introduction

Ovarian cancer is the most lethal gynecological malignancy and was the fifth leading cause of cancer-related death among American women in 2018^1^. Standard therapies for ovarian cancer include cytoreductive surgery and intensive adjuvant chemotherapy using a combination of taxane and platinum. Despite these multimodal treatments, patients with advanced-stage disease (approximately 70% of all cases) eventually experience recurrence, and the 5-year survival rate remains at 30%, without any dramatic improvements over the last 20 years^1^.

The taxane-platinum combination is used in first-line chemotherapy for ovarian cancer owing to its high efficacy and associated tolerable adverse effects^2^. Patients initially respond well to this regimen, although more than two-thirds of those with advanced-stage disease eventually experience relapse, often in relation to chemoresistance acquisition^3^. Therefore, paclitaxel plays an indispensable role in ovarian cancer treatment, and paclitaxel resistance often determines patients’ outcomes. The determination of the mechanisms that lead to paclitaxel chemoresistance is critical.

MicroRNAs (miRNAs) are small non-coding RNAs with a length of 20–25 nucleotides that regulate gene expression through the repression of the translation of their target genes or degradation of their target mRNAs by binding to the 3′-untranslated region (UTR) of the target genes^4^. More than 50% of miRNA target genes are located in cancer-associated genomic regions or in fragile sites, suggesting that miRNAs are deeply involved in cancer pathogenesis^5^. Furthermore, miRNAs are reportedly important modulators of chemoresistance^6^, through the regulation of apoptosis, expression of multiple drug resistance-related proteins, and the conversion to tumor stem-like cells in a variety of cancers^7^. A recent review identified a list of miRNAs (miR-27a, miR-182, miR-663, miR-31, and miR-106a) that may be related to paclitaxel resistance^8^.

Based on these concepts, we aimed to identify miRNAs that modulate paclitaxel resistance in vitro, and perform preliminary analyses of their potential as therapeutic targets.

## Results

### Establishment of paclitaxel-resistant ovarian cancer cell lines

Using paclitaxel-resistant ovarian cancer cell lines—SKOV3ip1-PR and HeyA8-PR—we calculated the half maximal inhibitory concentration (IC_50_) values for paclitaxel. The paclitaxel-resistant cell lines had much higher IC_50_ values for paclitaxel (SKOV3ip1-PR: 259.2 nM, HeyA8-PR: 340.0 nM) than the parental SKOV3ip1 cells (3.0 nM) and parental HeyA8 cells (3.5 nM) (Fig. 1A,B).

**Figure 1:**
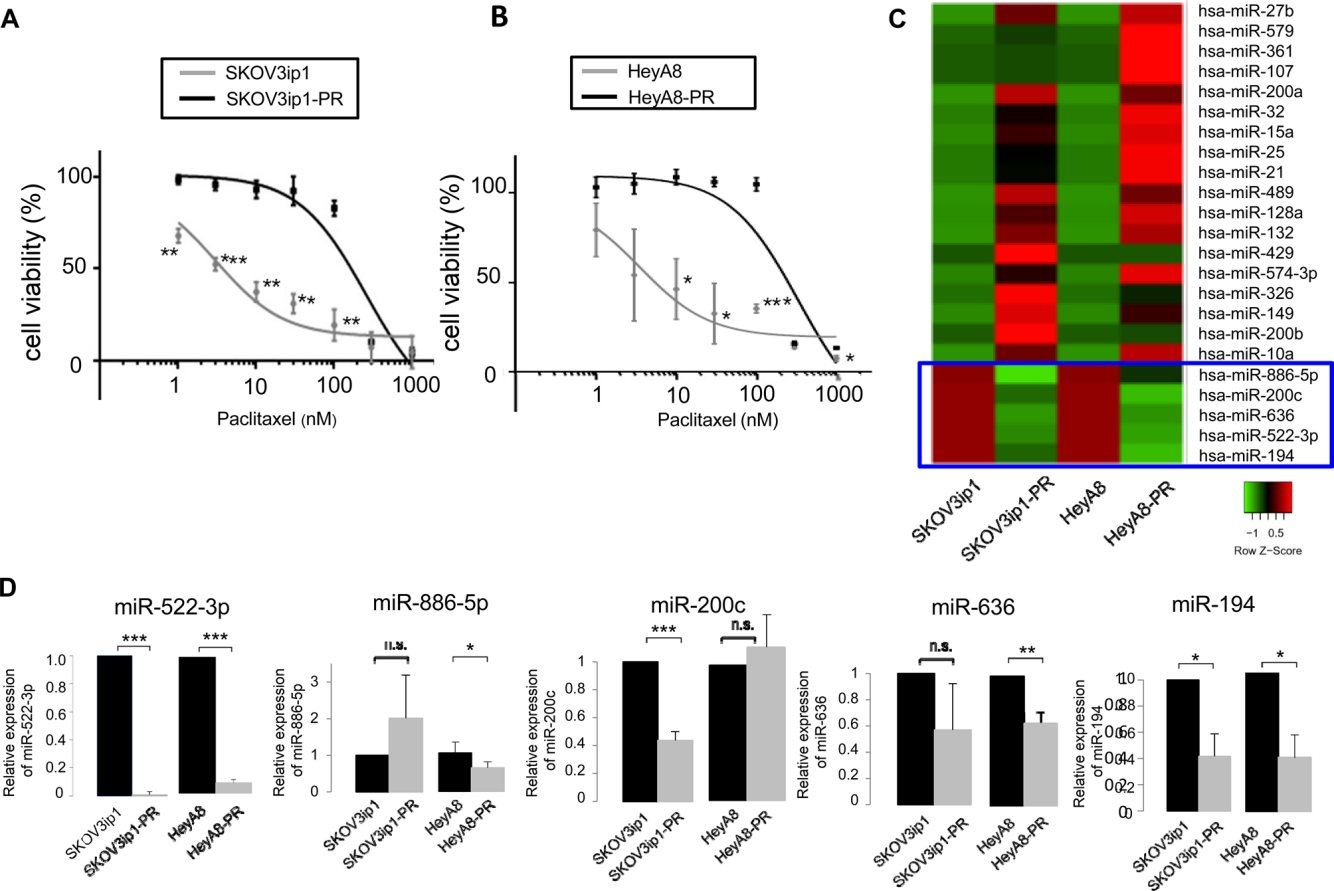
miR-522-3p expression is downregulated in paclitaxel-resistant ovarian cancer cells, and this lower expression is correlated with prognoses in ovarian cancer. **(A)** In vitro cell survival in response to paclitaxel treatment was determined using the MTS assay and SKOV3ip1/SKOV3ip1-PR cells (data are presented as mean ± standard deviation [SD], as obtained from three independent experiments). **(B)** Response of the HeyA8/HeyA8-PR cell to paclitaxel based on the MTS assay. Experiments were performed in triplicate. Data are represented as mean ± SD and were obtained from three independent experiments. **(C)** Heatmap of miRNA expression in both paclitaxel-resistant cell lines relative to their corresponding parental cell lines (red: > twofold, green: < 0.5-fold, blue squares: expression of miRNAs downregulated in both paclitaxel-resistant cell lines). **(D)** The miRNA quantitative RT-PCR findings, present as fold differences, with miR-522-3p, miR-886-5p, miR-200c, miR-636 and miR-194 expressed relative to RNU6B expression and calculated using the 2^−ΔΔCT^ method. n.s. not significant, *P < 0.05, **P < 0.01, and ***P < 0.001.

### miR-522-3p expression is downregulated in paclitaxel-resistant ovarian cancer cells

Taqman miRNA arrays were created using SKOV3ip1, HeyA8, SKOV3ip1-PR, and HeyA8-PR cells, and the resulting data were assigned the GSE139043 identifier^9^. 

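SKOV3ip1 and HeyA8 are human ovarian cancer cell lines, and SKOV3ip1-PR and HeyA8-PR are the sublines grown from them in paclitaxel raised from 1 to 300 nM over 3 months. The labels of the deposited arrays call the sublines by another suffix and give a maintenance dose of 150 to 300 nM paclitaxel. On these arrays each miRNA is reverse transcribed with its own stem-loop primer and then amplified for 40 cycles with a TaqMan probe, so a miRNA's level is read from the cycle at which its signal appears. There was 1 array for each of the 4 cell lines, and the differences between lines therefore have no replicate check. The number of arrays limits the precision, and no p-values are given. The authors deposited, for 377 assays, the linear ratio of each resistant line to its parental line, of which 360 are named for human and 17 for mouse miRNAs. The 2 ratio columns are headed by sample numbers that are not tied to a cell line by name, so they are called pair A and pair B here, and no value is assigned to SKOV3ip1-PR or HeyA8-PR. The 8 columns of values for single arrays were not used for the same reason. The control assay behind the authors' normalization, and the handling of wells without signal, are not named in the paper's text. In pair A, 164 assays shared the ratio 0.760 in the authors' deposited table, and in pair B 197 assays shared the ratio 0.662 there. These are called the shared ratios, and no other ratio was held by more than 2 assays in either pair. From the ratios, assays below 0.5-fold and above 2-fold were counted in each pair and in both, and the counts were set beside those that independent calls in the pairs would give. Dividing each pair's ratios by their median over the assays off the shared ratio, a choice made after the data were seen, raised the assays below 0.5-fold in pair A from 57 to 238, because the shared ratio itself then fell below 0.5.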

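Of the 377 assays, 57 were below 0.5-fold in pair A and 52 in pair B, and 7 were below 0.5-fold in both, where independent calls would give 7.86. Above 2-fold were 100 assays in pair A and 55 in pair B, and 19 in both, where independent calls would give 14.6. Over the 165 assays off the shared ratio in both pairs, independent calls would give 13.1 assays below 0.5-fold in both and 19.9 above 2-fold in both. The miR-522 assay stood at 0.0811 in pair A and 0.00622 in pair B in the authors' deposited table. These were the 22nd lowest and the 6th lowest of all ratios of their pair. In the authors' deposited table miR-636 stood at 0.0149 in pair A and 0.0256 in pair B. miR-194 was listed at 0.267 in pair A and 0.00357 in pair B of the authors' deposited table. For miR-200c the authors' deposited table gives 0.314 in pair A and 0.0953 in pair B. The miR-886-5p assay had the lowest ratio of pair A, 8.53e-05, and a ratio close to the threshold in pair B, 0.488, in the authors' deposited table. Divided by the shared ratio of pair B, miR-886-5p stood at 0.737 and was no longer below 0.5-fold, while the other 4 miRNAs stayed below it in both pairs. Ranked by the pair in which an assay fell less, miR-636 came first and miR-522 second. The other assays below 0.5-fold in both pairs were miR-139-5p, at 0.0100 in pair A and 0.274 in pair B of the authors' deposited table, and miR-220, at 0.00115 and 0.199 there. With thresholds of 0.25 and 4, the assays lowered in both pairs were miR-522, miR-636 and miR-220. In the RefSeq annotation of GRCh38.p14, miR-522, miR-200c and miR-636 each match 1 gene, on chromosomes 19, 12 and 17, miR-194 matches 2 genes, on chromosomes 1 and 11, and the name miR-886 is a synonym of the vault RNA gene VTRNA2-1 on chromosome 5. Among the assays above 2-fold in both pairs, the ranking by the smaller rise was led by miR-27b, at 45.6 in pair A and 59.9 in pair B of the authors' deposited table. It was followed by miR-200a, at 28.6 and 22.4 in the authors' deposited table, and by miR-32, at 9.25 and 22.1 there, again from the authors' deposited table. The paper reports 5 miRNAs with values below 0.5 in the resistant cells, marks those lowered in both lines by blue squares in Fig. 1C, and then measures the 5 one by one. Of the 7 assays below 0.5-fold in both pairs, miR-139-5p and miR-220 are not among them.

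**Figure D1:**
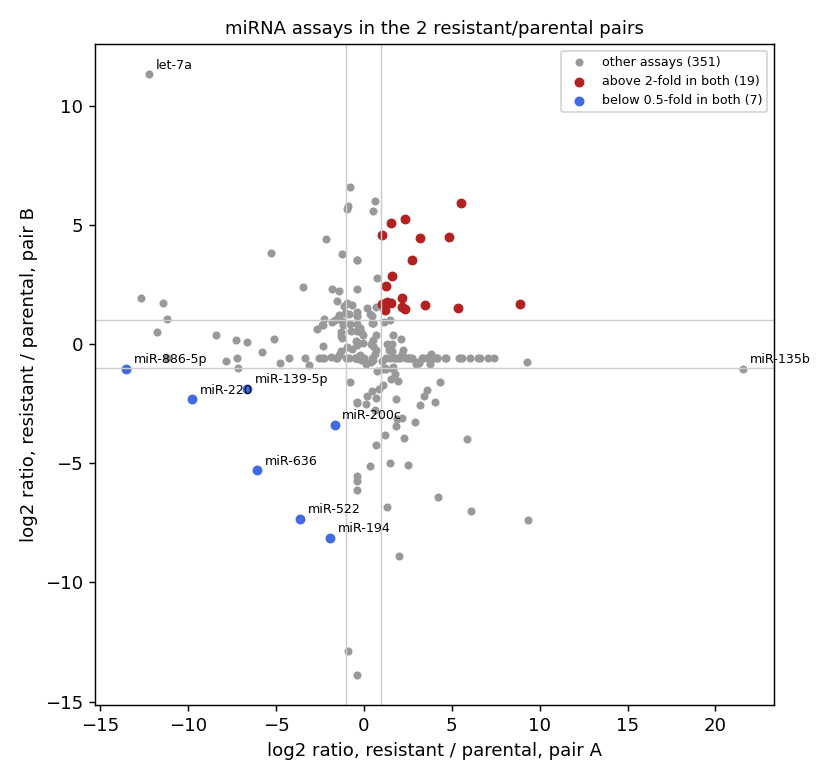
Log2 ratio of resistant to parental line for each of the 377 assays, pair A on the horizontal and pair B on the vertical axis, from the authors' deposited table. Grey lines mark the thresholds of 0.5-fold and 2-fold, blue points the 7 assays below 0.5-fold in both pairs and red points the 19 above 2-fold in both, and the row of grey points just below 0 in pair B is the ratio shared by 197 assays.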

Relative to the parental cells, the paclitaxel-resistant cells had expression values that were < 0.5 for miR-522-3p, miR-194, miR-200c, miR-636, and miR-886-5p (Fig. 1C). Validation analyses based on miRNA reverse transcription polymerase chain reaction (RT-PCR) revealed that the expression of miR-522-3p and miR-194^10^ was significantly downregulated (Fig. 1D), while that of the others was not. Since the miR-522-3p expression level in the paclitaxel-resistant cells was drastically lower than that in the parental cells (SKOV3ip1-PR; 0.009-fold, HeyA8-PR; 0.08-fold), we focused on miR-522-3p in this study.

### Lower miR-522-3p expression is associated with response to paclitaxel plus platinum-based chemotherapy and poor prognoses

First, to analyze the effect of miR-522-3p expression on the success rate of primary chemotherapy, data on patients’ clinical outcomes and the corresponding miR-522-3p expression levels were obtained from The Cancer Genome Atlas (TCGA) database, which includes 489 high-grade serous ovarian carcinoma patients. Of 489 patients, 271 achieved complete response (CR) and 55 showed partial response (PR) to primary chemotherapy, which predominantly comprised paclitaxel and carboplatin, while 24 showed stable disease (SD) and 36 progressive disease (PD). The average miR-522-2p values of those who achieved CR and PR were 7.47 and 6.21, respectively, although those of patients with SD and PD were 3.54 and 3.23, respectively (Fig. 2A). Thus, the average miR-522-3p value of patients who did not respond to paclitaxel plus platinum-based chemotherapy (SD + PD) was significantly lower than that of those who responded (CR + PR) (7.26 vs. 3.36, p < 0.05, Fig. 2B). Further, the effect of miR-522-3p expression on ovarian cancer prognoses was examined using a public database. Relative to high expression levels, low miR-522-3p expression levels were significantly correlated with poor progression-free survival (PFS) in the PROGmiRV2 database^11^ (927 days vs. 667 days, Fig. 2C), as well as poor overall survival (OS) in the PROGmiRV2 database^11^ and Kaplan–Meier Plotter database^12,13^ (Fig. 2C,D). These clinical data indicate that lower miR-522-3p expression levels may be associated with the response to paclitaxel plus platinum-based chemotherapy and poor prognoses in ovarian cancer.

**Figure 2:**
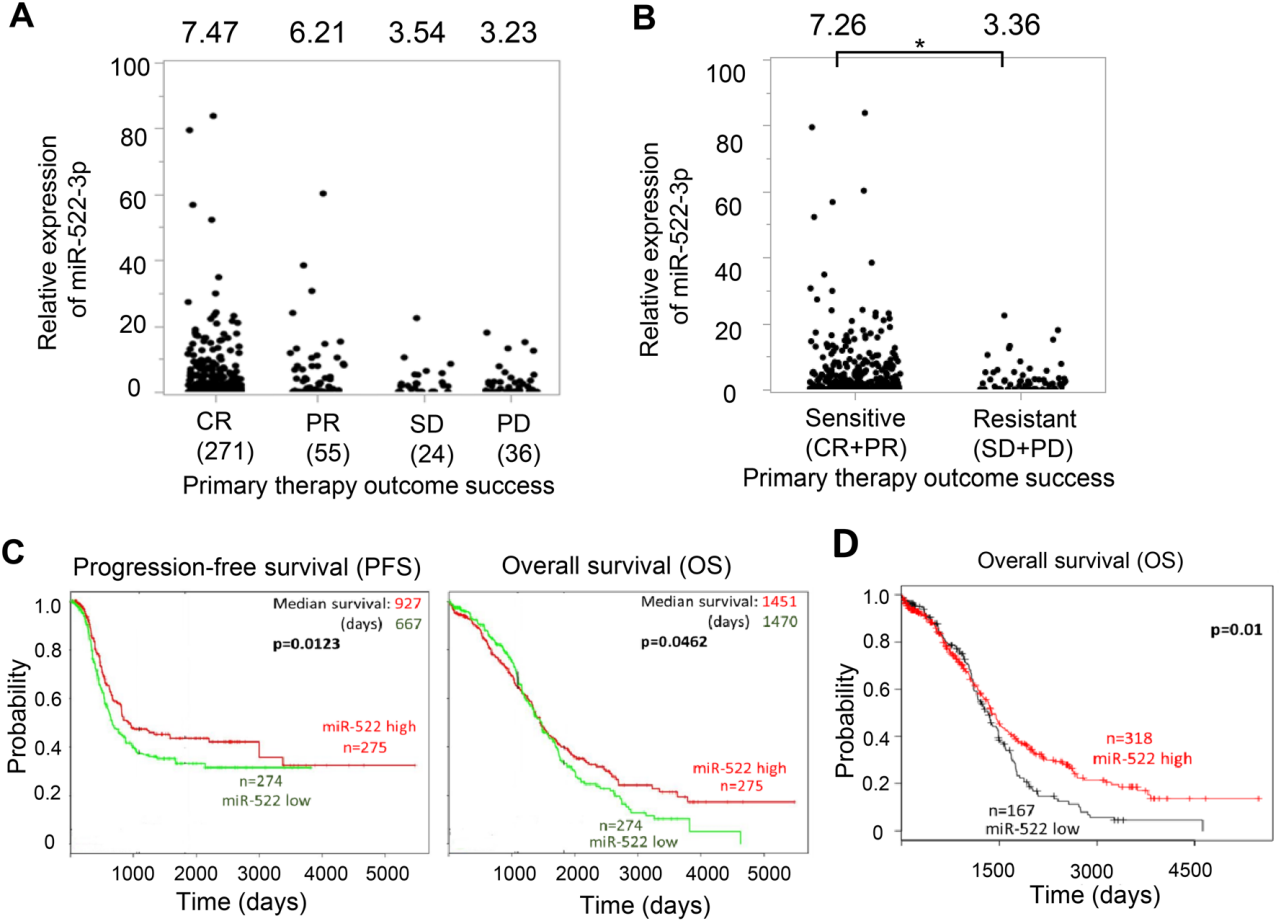
Lower miR-522-3p expression is associated with chemoresistance to paclitaxel plus platinum-based chemotherapy and poor prognoses in ovarian cancer. **(A)** miR-522-3p expression values in 489 high grade serous ovarian carcinoma patients deposited in the The Cancer Genome Atlas (TCGA) database. Based on the data, patients were classified as having complete response (CR), partial response (PR), stable disease (SD), or progressive disease (PD). **(B)** According to the miR-522-3p expression values in the TCGA database, we classified each patient as chemotherapy sensitive (CR + PR) or resistant (SD + PD). *P < 0.05. **(C)** Kaplan–Meier plot curves for progression-free survival (PFS; left) and overall survival (OS; right) among patients with serous ovarian cancer (n = 549). Patients were stratified according to the upper and lower tertile thresholds for the miR-522 probe in the PROGNOSTIC miRNA DATABASE. **(D)** The Kaplan–Meier curve for OS among 485 ovarian cancer patients.

### miR-522-3p modulates sensitivity to paclitaxel

Cell viability was assessed after either the restoration or silencing of miR-522-3p, based on the transfection of SKOV3ip1-PR and HeyA8-PR cells with precursor miR-522-3p or control miRNA. The quantitative miRNA RT-PCR results confirmed successful transfection (SKOV3ip1-PR: 7651-fold, HeyA8-PR: 64020-fold; Fig. 3A), and the MTS assay revealed that the miR-522-3p-transfected paclitaxel-resistant cells were more sensitive to paclitaxel than their corresponding controls. In the SKOV3ip1-PR cells, the IC_50_ values were 334.0 nM for control miRNA and 191.7 nM for miR-522-3p. In the HeyA8-PR cells, the corresponding values were 220.6 nM for control miRNA and 188.1 nM for miR-522-3p (Fig. 3B). However, transfection with anti-miR-522-3p or control miRNA led to the successful inhibition of miR-522-3p expression based on the quantitative RT-PCR (RT-qPCR) results (SKOV3ip1-PR: 0.002-fold, HeyA8-PR: 0.004-fold, Fig. 3C). The parental cells transfected with anti-miR-522-3p also exhibited greater resistance to paclitaxel than the corresponding controls (Fig. 3D). In the SKOV3ip1 cells, the IC_50_ values were 20.8 nM for control miRNA and 38.5 nM for anti-miR-522-3p, while in the HeyA8-PR cells, the corresponding values were 48.3 nM for control miRNA and 216.7 nM for anti-miR-522. These results indicated that miR-522-3p modulated sensitivity to paclitaxel in ovarian cancer cells.

**Figure 3:**
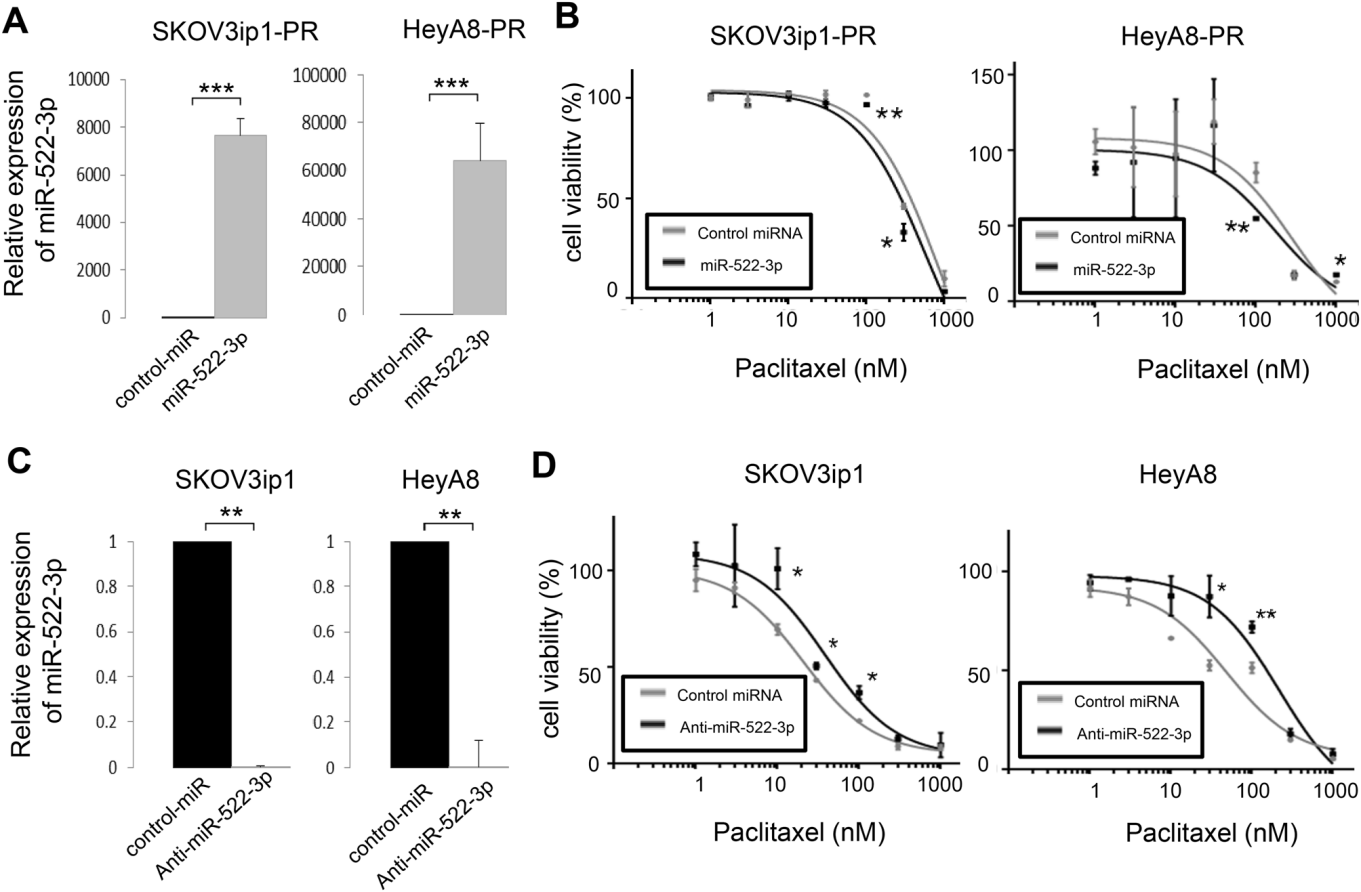
miR-522-3p expression is associated with paclitaxel sensitivity in ovarian cancer cell lines. **(A)** Cells were transfected with pre-miR-522-3p or control-miR, and the expression of miR-522-3p relative to RNU6B was calculated 24 h later using miRNA quantitative reverse transcription polymerase chain reaction (RT-qPCR) and the 2^-ΔΔCT^ method (results shown as relative fold differences). **(B)** At 24 h after transfection with miR-522-3p or control-miR, the cells were treated using paclitaxel for 48 h (HeyA8-PR) or 72 h (SKOV3ip1-PR) and then the cell viability was assessed based on the MTS assay. **(C)** Cells were transfected with anti-miR-522 or control-miR for 24 h before miRNA RT-qPCR was performed. **(D)** At 24 h after transfection with anti-miR-522 or control-miR, the cells were treated using paclitaxel for 48 h (HeyA8) or 72 h (SKOV3ip1), and then cell viability was assessed based on the MTS assay. Experiments were performed in triplicate. Data are presented as mean ± standard deviation from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

### E2F2 is a direct target for miR-522-3p

A previous report that focused on the full-length sequence of transcripts captured by a biotinylated miR-522 mimic revealed that miR-522 induced G1 cell arrest by the inhibition of cell cycle-related proteins, such as E2F and p27^14^. Thus, Taqman Gene Expression assays were performed, and we identified 28 cell cycle-related genes in the paclitaxel-resistant cells transfected with miR-522-3p or control-miRNA (Fig. 4A). Validation using RT-PCR revealed that, following the forced expression of miR-522-3p, the E2F2 expression level was significantly downregulated in the SKOV3ip1-PR cells (0.371-fold) and HeyA8-PR cells (0.439-fold). However, although the p27 expression level was significantly downregulated in the SKOV3ip1-PR cells transfected with miR-522-3p (0.414-fold), significant differences were not observed in the HeyA8-PR cells (1.08-fold) (Fig. 4B). Therefore, we focused on E2F2 as a potential target for miR-522-3p, and TargetScan^15^ suggested that there was a putative miR-522-3p target site in the 3′-UTR of the E2F2 mRNA (position 1928–1934 of the E2F2 3′-UTR, Fig. 4C). We constructed the pMIR-REPORT firefly luciferase miRNA expression reporter vector containing this putative miR-522-3p binding site, and the assay revealed significantly lower relative luciferase activity levels in the SKOV3ip1-PR and HeyA8-PR cells transfected with the precursor miR-522-3p (vs. the control miRNA) (Fig. 4D). Site-specific mutation of the target sequence also prevented the downregulation of luciferase activity that was induced by pre-miR-522-3p (Fig. 4D). Furthermore, the E2F2 expression level was significantly higher in the paclitaxel-resistant cells than their parental cells (SKOV3ip1-PR: 8.93-fold, HeyA8-PR: 3.65-fold, Fig. 4E), and the transduction of miR-522-3p decreased the E2F2 expression level in the paclitaxel-resistant cells (SKOV3ip1-PR transfected with miR-522-3p: 0.33-fold, HeyA-8 transfected with miR-522-3p: 0.20-fold, Fig. 4F). These results indicate that E2F2 is a direct target of miR-522-3p, and that its expression was upregulated during the acquisition of paclitaxel resistance. Further, in order to analyze the correlation between miR-522-3p and E2F2 expression in ovarian cancer cells, the US National Cancer Institute’s NCI60 database—which contains a panel of 60 diverse human cancer cell lines, including seven ovarian cancer lines—was used. In the seven registered ovarian cancer cells (IGROV1, OVCAR-3, OVCAR-4, OVCAR-5, OVCAR-8, SKOV-3, and NCI/ADR-RES), the average transcript intensity z scores of miR-522-3p and E2F2 were inversely correlated (Spearman correlation = − 0.64, P = 0.1194, Fig. 4G), suggesting that miR-522-3p is among the key regulators of E2F2 in ovarian cancer cells.

**Figure 4:**
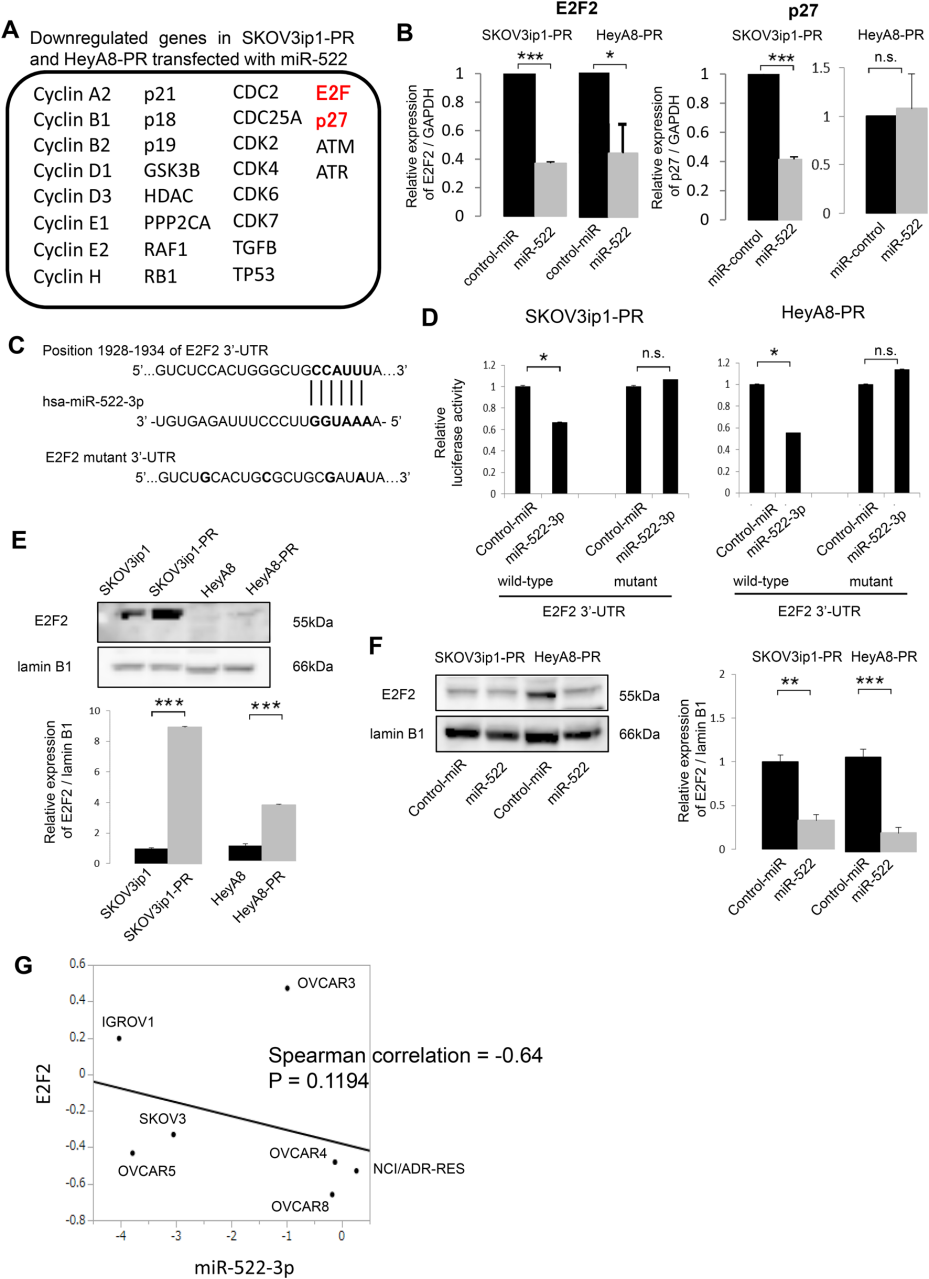
E2F2 is a direct target of miR-522-3p and its expression is upregulated in paclitaxel-resistant cells. **(A)** The list of downregulated genes in the SKOV3ip1-PR and HeyA8-PR cells transfected with miR-522-3p, relative to the cells transfected with control miRNA (red indicates the downregulated genes captured by a biotinylated miR-522-3p mimic based on Ref.^16^). **(B)** The quantitative reverse transcription polymerase chain reaction findings on the relative expression of E2F2 and p27 (vs. control miRNA) in paclitaxel-resistant ovarian cancer cell lines transfected with miR-522-3p. **(C)** Schematic illustration of the predicted E2F2 3′-untranslated region (UTR)-binding site of miR-522-3p. **(D)** Paclitaxel-resistant cells were co-transfected with miRNA precursor (miR-522-3p or control-miR), a luciferase reporter vector containing the wildtype or mutant 3′-UTR of E2F2, and the Renilla luciferase control vector. After 24 h of incubation, the luciferase activity level was measured (normalized to Renilla activity). Data are represented as mean ± standard deviation and were obtained from three independent experiments. **(E)** Western blot results for E2F2 expression in the parental cells and paclitaxel-resistant cells. Lamin B1 was used as a loading control (upper). Densitometric ratio of the expression of E2F2 / lamin B1 (lower). **(F)** Western blot results for E2F2 expression in paclitaxel-resistant cells transfected with miR-522-3p or control-miR (left). Densitometric ratio of the expression of E2F2 / lamin B1 (right). **(G)** Correlation plot extracted from seven ovarian cancer cell lines deposited in the NCI60 microarray data sets. x axis; the average transcript intensity z score of miR-522-3p, y axis; that of miR-E2F2. *P < 0.05, ***P < 0.001, n.s. not significant.

### Downregulation of E2F2 induces paclitaxel sensitivity through the induction of G0/G1 cell cycle arrest

The two siRNAs specific to E2F2 were successfully transfected based on the RT-PCR (Fig. 5A) and western blot results (Fig. 5B). The MTS assay revealed that the paclitaxel-resistant cells transfected with E2F2 siRNA were more sensitive to paclitaxel than their corresponding controls. In the SKOV3ip1-PR cells, the IC_50_ values were 319.5 nM for control siRNA, 294.5 nM for E2F2-siRNA #1, and 188.6 nM for E2F2-siRNA #2. In the HeyA8-PR cells, the IC_50_ values were 469.8 nM for control siRNA, 296.6 nM for E2F2-siRNA #1, and 251.2 nM for E2F2-siRNA #2 (Fig. 5C). In order to further analyze the interaction between miR-522-3p and E2F2, HeyA8-PR cells were transfected with E2F2-siRNA, E2F2-siRNA + miR-522, E2F2-siRNA + anti-miR-522, or E2F2-siRNA + control-miR. Thereafter, treatment with 300 nM of paclitaxel was performed for 48 h, and the cell viability was subsequently assessed (Fig. 5D). The cell viability of the HeyA8-PR cells transfected with E2F2-siRNA was significantly lower than that of the control cells, indicating that E2F2 siRNA sensitized cells to paclitaxel. Since E2F2-siRNA alone exerted the drastic inhibition of E2F2 expression, as shown in Fig. 5A, the addition of miR-522 did not induce further sensitization to paclitaxel. On the contrary, the addition of anti-miR-522 significantly increased the cell viability after paclitaxel exposure, suggesting the E2F2 expression is at least partly regulated by miR-522-3p.

**Figure 5:**
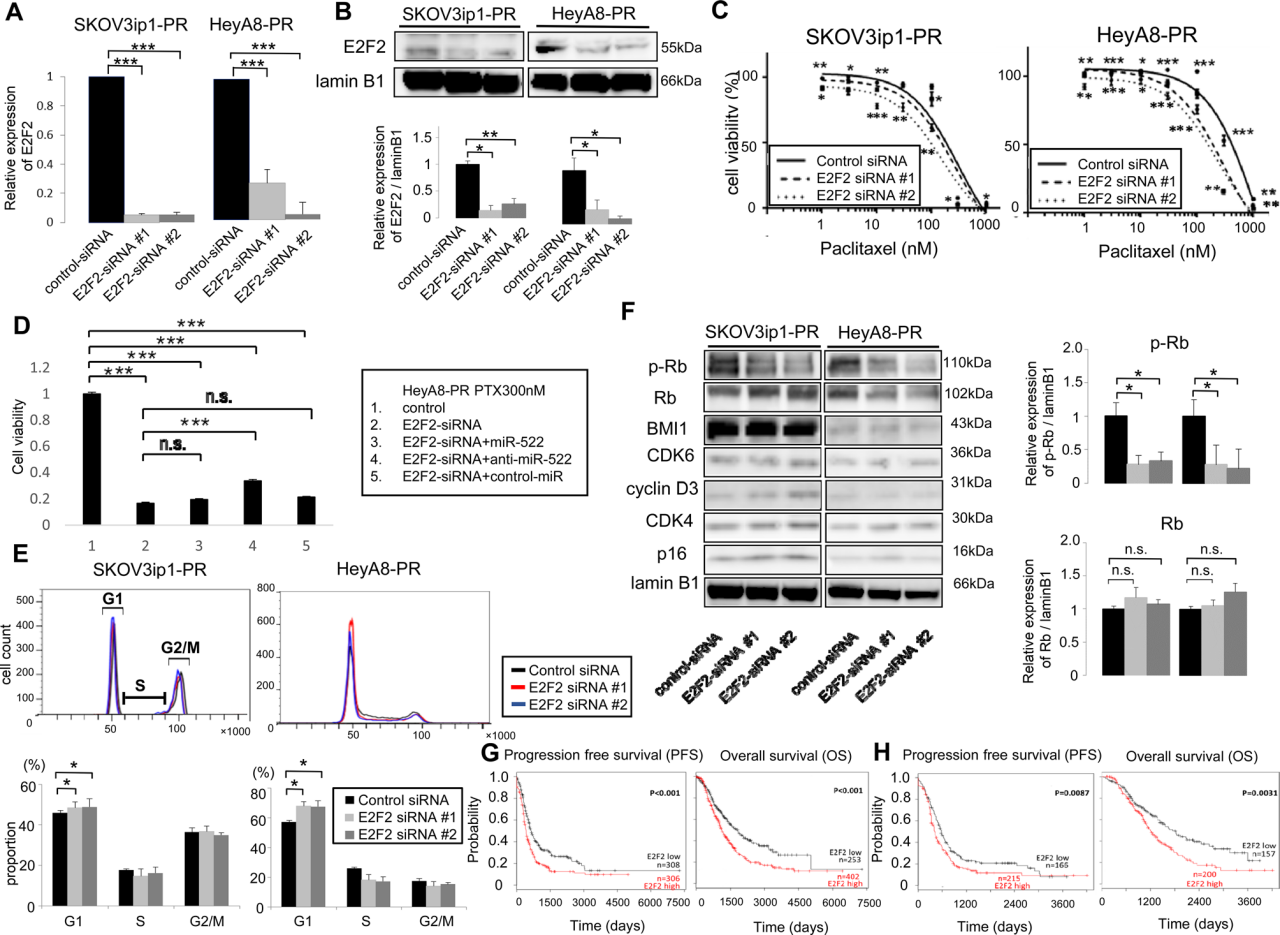
Knockdown of *E2F2* attenuated paclitaxel resistance in paclitaxel-resistant cells thorough G0/G1 arrest. **(A)** The quantitative reverse transcription polymerase chain reaction findings for the relative expression of E2F2 (vs. control siRNA) in paclitaxel-resistant cells transfected with E2F2-siRNAs. **(B)** The western blot findings for E2F2 in paclitaxel-resistant cells transfected with control-siRNA or E2F2-siRNAs (left, SKOV3ip1-PR cells; right, HeyA8-PR cells) (upper). Densitometric ratio of the expression of E2F2 / lamin B1 (lower). **(C)** At 24 h after transfection with control-siRNA or E2F2-siRNAs, the cells were treated using paclitaxel for 48 h (HeyA8-PR) or 72 h (SKOV3ip1-PR) before the cell viability was assessed based on the MTS assay. MTS assays were performed in triplicate. Data are represented as mean ± standard deviation (SD) and were obtained from three independent experiments. **(D)** After transfection with control-miR, E2F2-siRNA, E2F2-siRNA + miR-522, E2F2-siRNA + anti-miR-522 or E2F2-siRNA + control-miR, the HeyA8-PR cells were treated using 300 nM paclitaxel for 48 h and then cell viability was assessed based on the MTS assay. **(E)** Paclitaxel-resistant cells were transfected with control-siRNA or *E2F2*-siRNAs, and stained using propidium iodide. Cell cycle findings were evaluated based on flow cytometry (upper: representative flow histograms, lower: percentages of cells in G1, S, and G2/M). Data are represented as mean ± SD and were obtained from three independent experiments. **(F)** Western blot findings of the expression of E2F2 and cell cycle-related proteins in paclitaxel-resistant cells transfected with control-siRNA or E2F2-siRNAs (left: SKOV3ip1-PR cells, right: HeyA8-PR cells) (left). Densitometric ratio of the expression of phospho-retinoblastoma protein (RB) and RB / lamin B1 (right). **(G)** The Kaplan–Meier curves for progression-free survival (PFS; left) and overall survival (OS; right) according to high or low E2F2 expression among 657 ovarian cancer patients. **(H)** Kaplan–Meier curves for PFS (left) and OS (right) according to high and low E2F2 expression among 381 patients who received chemotherapy that included paclitaxel. Data are presented as mean ± SD from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

Considering that E2F2 is a transcription factor that plays a crucial role in the cell cycle by the promotion of G0/G1 progression^16^, we performed cell cycle analyses based on flow cytometry. The knockdown of E2F2 in the paclitaxel-resistant cells increased the proportion of G1 phase cells in the SKOV3ip1-PR cells (control-siRNA: 45.8%, E2F2-siRNA #1: 48.4%, E2F2-siRNA #2: 48.8%; P < 0.05) and HeyA8-PR cells (control-siRNA: 56.9%, E2F2-siRNA #1: 67.9%, E2F2-siRNA #2: 67.5%; P < 0.05), as well as decreased the proportions of cells in the S and G2/M phases (Fig. 5E). Western blot analysis revealed that E2F2 siRNA inhibited the phosphorylation of RB after *E2F2* knockdown (SKOV3ip1-PR E2F2-siRNA1 and E2F2*-*siRNA2: 0.28-fold and 0.33-fold, respectively; HeyA8-PR E2F2-siRNA1 and E2F2*-*siRNA2: 0.28-fold and 0.23-fold, respectively), without the alteration of the expression of other cell cycle proteins, such as cyclin D3, CDK4, CDK6, p16, and BMI1 (Fig. 5F).

### Prognostic value of E2F2 expression

In the 655 patients with ovarian cancer in the Kaplan–Meier Plotter database^12,17^, a higher E2F2 expression level was significantly associated with poorer PFS and OS values (vs. lower E2F2 expression) (Fig. 5G). Among 381 patients who had received paclitaxel-containing regimens, higher E2F2 expression levels were still significantly associated with poorer PFS and OS values (Fig. 5H), strongly suggesting that the E2F2 expression in ovarian cancer is related to paclitaxel resistance. These findings indicate that E2F2 is involved in the acquisition of paclitaxel resistance, and that its downregulation leads to paclitaxel sensitivity through the induction of G0/G1 cell cycle arrest.

### Transduction of miR-522-3p inhibits E2F2 expression and induces G0/G1 cell cycle arrest

Western blot analyses revealed that the transduction of miR-522-3p into paclitaxel-resistant ovarian cancer cells inhibited the phosphorylation of RB, followed by E2F2 knockdown (SKOV3ip1: 0.16-fold, HeyA8: 0.11-fold), without changes in the expressions of other cell cycle proteins, such as cyclin D3, CDK4, CDK6, p16, and BMI1 (Fig. 6A). The transduction of miR-522-3p also significantly increased the proportion of G1 phase cells in the SKOV3ip1-PR cells (control-miR: 53.9% vs. miR-522-3p: 60.9%; P < 0.05) and HeyA8-PR cells (control-miR: 61.2% vs. miR-522-3p: 72.7%, P < 0.05), as well as decreased the proportions of cells in the S and G2/M phases (Fig. 6B). These results indicate that the restoration of miR-522-3p, the expression of which was downregulated during the acquisition of paclitaxel resistance, downregulated E2F2 expression, and that its downregulation induced G0/G1 arrest, thereby attenuating the degree of paclitaxel resistance.

**Figure 6:**
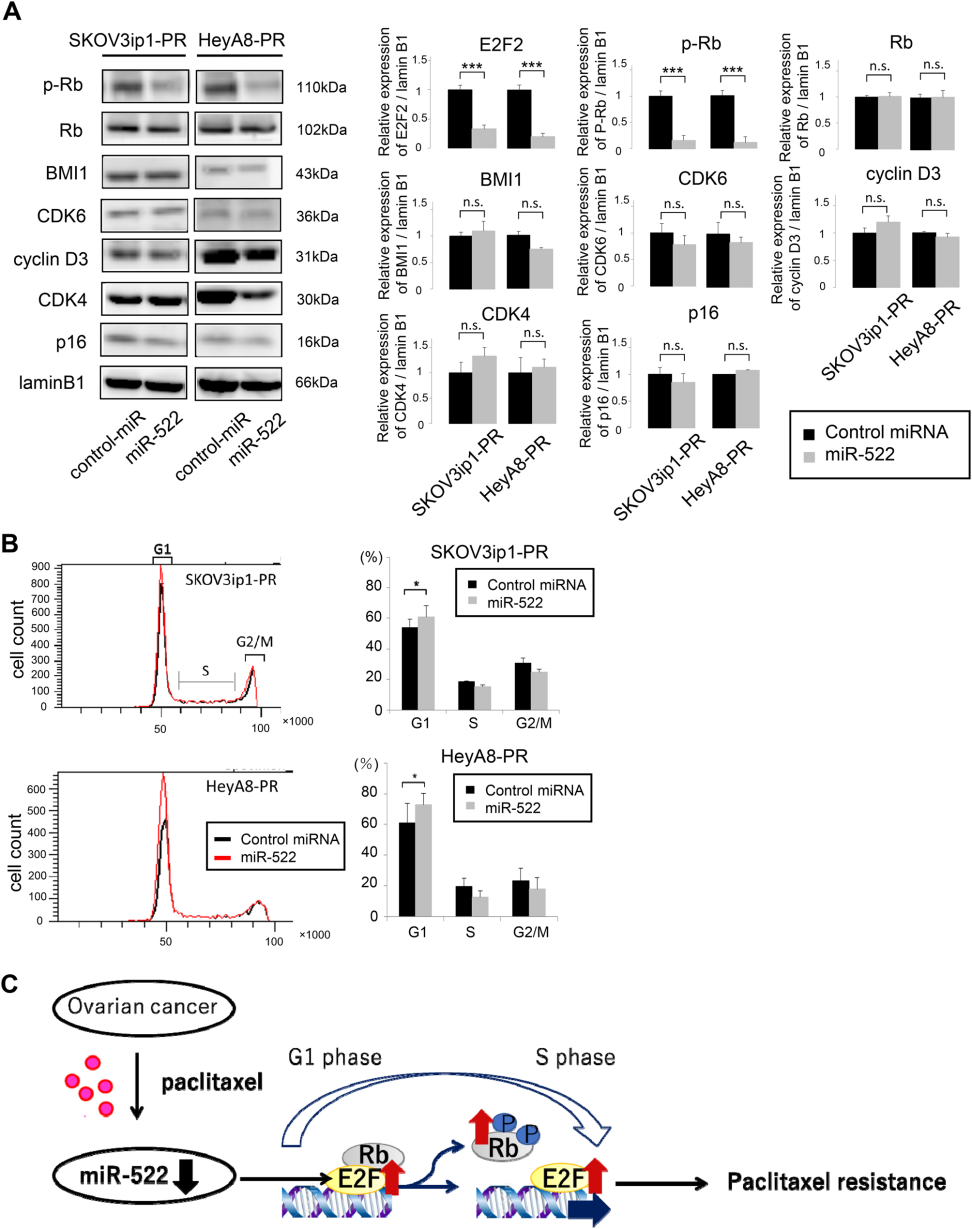
miR-522-3p induces G0/G1 arrest through the downregulation of E2F2. **(A)** Western blot findings for the expression of E2F2 and cell cycle-related proteins in paclitaxel-resistant cells transfected with control-miR or miR-522-3p (left: SKOV3ip1-PR cells, right: HeyA8-PR cells) (left). E2F and lamin blots shown are same as those in Fig. 4F. Densitometric ratio of each expression normalized by lamin B1 expression (right). **(B)** Paclitaxel-resistant cells transfected with control-miR or miR-522-3p and stained using propidium iodide. Cell cycle findings were evaluated based on flow cytometry (left: representative flow histograms, lower: percentage of cells in G1, S, and G2/M phase). Data are represented as mean ± standard deviation and were obtained from three independent experiments. *P < 0.05. **(C)** Schematic diagram showing the involvement of miR-522 downregulation in the acquisition of paclitaxel resistance.

## Discussion

In this study, we found that the downregulation of miR-522-3p expression was strongly associated with the acquisition of paclitaxel resistance in ovarian cancer cells, while the restoration of miR-522-3p attenuated paclitaxel resistance through the targeting of E2F2. The 2- and 5-year relapse rates associated with advanced ovarian cancer are > 50% and 70%, respectively^1^, highlighting the importance of overcoming chemoresistance. Platinum-paclitaxel chemotherapy is the standard postoperative treatment for ovarian cancer, and the mechanisms behind the acquisition of paclitaxel resistance have been extensively analyzed. However, the mechanisms remain incompletely understood because they are complex and multifactorial, involving the overexpression of drug efflux pumps, mutation in the tubulin gene, tubulin isotype selection, and decreased rates of apoptosis^8^. Various studies have also revealed that miRNA is involved in this process. Li et al. revealed that the dysregulation of miR-27a is involved in the development of paclitaxel resistance in ovarian cancer cells, which involves the regulation of MDR1/P-gp expression through the targeting of HIPK2^18^. Wiemer also reported that the levels of TUBB3 protein are reduced by miR-200c, which increases the sensitivity to microtubule-targeting agents, including paclitaxel^19^. Recently, we showed that the expression of miR-194-5p was downregulated in paclitaxel-resistant ovarian cancer cells, and that the forced expression of miR-194-5p resensitized resistant cells to paclitaxel^10^. Paclitaxel resistance is a major clinical challenge in breast cancer treatment too. Wang et al. revealed that miR-107 expression is downregulated in breast cancer tissues accompanied by the upregulation of tumor protein D-52 (TPD-52). The supplementation of this miRNA enhanced the sensitivity of paclitaxel through the downregulation of TPD-52^20^. Hou et al. reported that low-dose paclitaxel treatment promoted cellular glucose metabolism and intracellular lactate accumulation with upregulated MCT1 (Monocarboxylate transporter 1) expression, contributing to paclitaxel resistance. MCT-1 is a direct target of miR-124, and the transduction of this miRNA led to paclitaxel sensitivity recovery^21^. Therefore, it is obvious that a variety of miRNAs are involved in the acquisition of paclitaxel resistance in several types of cancer, and gaining an understanding of the overall mechanism may aid in overcoming this clinical issue. Platinum resistance is also a critical issue in ovarian cancer treatment, and, moreover, several reports have shown the involvement of miRNAs in this process. Niu et al. demonstrated that the expression of miR-509-3p was significantly downregulated in cisplatin-resistant ovarian cancer tissues, and that this miRNA can sensitize ovarian cancer cells to cisplatin by the downregulation of the expression of Golgi phosphoprotein-3 and wntless Wnt ligand secretion mediator^22^. Dominik et al. revealed that miR-424-3p sensitizes ovarian cancer cells to cisplatin through decreases in the expression of galectin-3^23^. Since miRNAs do not require perfectly complementary target sites, a single miRNA regulates hundreds of genes, and a single oncogene is regulated by hundreds of miRNAs. Therefore, a single miRNA is insufficient for the achievement of clinical goals, and the use of a combination of miRNAs that restore paclitaxel resistance would be ideal for future clinical application. The present study established paclitaxel-resistant ovarian cancer cell lines via continuous exposure to paclitaxel. Using those cell lines, we found that miR-522-3p expression was downregulated during the acquisition of paclitaxel resistance, while miR-522-3p restoration led to the sensitization of paclitaxel-resistant cells to paclitaxel and miR-522-3p inhibition induced paclitaxel resistance in the parental cells. Moreover, we found that *E2F2* was a direct target gene of miR-522-3p and that the transduction of miR-522-3p into paclitaxel-resistant cells induced sensitivity to paclitaxel through the induction of G0/G1 cell cycle arrest by E2F2 downregulation (Fig. 6C).

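In the RefSeq annotation of GRCh38.p14, the miRNA genes named miR-498, miR-512, miR-515 to miR-527, miR-1283 and miR-1323 on chromosome 19 number 46, and no other miRNA gene lies between the first of them, MIR512-1, and the last, MIR519A2. The gene of miR-522, MIR522, has MIR521-1 on one side and MIR519A1 on the other. The TaqMan arrays of the 2 resistant and parental pairs held 35 assays of these miRNAs. In both pairs, 26 of the 35 stood at the pair's most frequent ratio, shared by 164 assays in pair A and 197 in pair B, which leaves 9 with another ratio in at least 1 pair and 5 with another ratio in both. Of the 5, only miR-522 was below 0.5-fold in both pairs, and this held when the ratios were divided by the most frequent ratio or by the median of the other ratios. The miR-519a assay, which matches MIR519A1 beside MIR522 and also MIR519A2, was at 3.95 in pair A and 0.00212 in pair B of the authors' deposited table. miR-518b was at 7.37 in pair A and 0.102 in pair B, and miR-517b at 0.372 and 2.29, in the authors' deposited table. The fifth assay, miR-518f, was at 0.00646 in pair A and 1.12 in pair B of the authors' deposited table. The miR-521 assay, which matches MIR521-1 beside MIR522 and also MIR521-2, stood at the most frequent ratio in both pairs, 0.760 and 0.662. If that ratio stands for wells without signal, which was not settled, assays at it cannot show a loss. All these values come from single arrays without replicates.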

In this context, miR-522 is a member of the chromosome 19 miRNA cluster (C19MC), which is among the largest miRNA clusters in the human genome, with 46 miRNAs within a 100 kb sequence^24^. C19MC miRNAs have been implicated in various cancers and are considered an oncogenic miRNA cluster^13^. Tan et al. performed full-length sequencing of the transcripts captured by a biotinylated miR-522 mimic, and found that miR-522 induces G1 cell cycle arrest by the inhibition of E2F and TFDP1, as well as the induction of epithelial mesenchymal transition by the upregulation of the expression of related proteins, such as BMI1, FOXA1, and TGIF2^13^. Interestingly, miR-522-3p plays roles as both an oncogenic miRNA and a tumor-suppressor miRNA. Feng et al. demonstrated that miR-522-3p promotes tumorigenesis in human colorectal cancer by targeting the Bloom Syndrome Protein^25^. However, Tianze et al. reported that the downregulation of miR-522 suppressed the proliferation and metastasis of non-small cell lung cancer cells by directly targeting the DENN/MADD domain containing 2D^26^. Zhang et al. also reported that miR-522 contributed to the proliferation of human glioblastoma cells by the suppression of PHLPP1 expression^27^. In contrast, Yang et al. reported that miR-522 reversed the drug resistance of doxorubicin-induced HT29 colon cancer cells by targeting ABCB5^28^. However, we are not aware of any other studies that focused on the role of this miRNA in ovarian cancer. The present study revealed that E2F2 was a direct target of miR-522-3p, and that it played a key role in the acquisition of paclitaxel resistance by the control of the progression from the G1 phase to S phase. In Fig. 4B, the transduction of miR-522-3p downregulated the p27 expression level of the SKOV3ip1-PR cells but not the HeyA8-PR cells. Since it is well known that p27 is regulated by multiple signal transduction pathways in normal and malignant cells such as the FoxO family and the AGC kinase family^29^, the p27 expression level may differ between cells regardless of the regulation by miRNA.

Our data suggest that the restoration of miR-522-3p after paclitaxel exposure may potentially help overcome paclitaxel resistance. Although several miRNA replacement therapies are being evaluated in preclinical trials^30^, the outcomes of a few translational clinical trials have been disappointing so far, based on concerns regarding the optimal delivery system, off-target effects, long-term safety, neurotoxicity, and low bioavailability^31^. The first clinical study that investigated miRNA replacement therapy as cancer treatment was initiated in 2013 for the evaluation of a liposome-formulated miR-34 mimic for metastatic liver cancer treatment^32^; however, that study was terminated because of adverse toxic effects. There are several ongoing clinical trials that are using miRNA mimics with less toxic delivery methods, and the TargomiR trial with miR-16 entered phase II without the induction of toxicity or an adverse immune response^33^.

The present study has several limitations. First, we were unable to provide clinical or pathological evidence that miR-522-3p expression was downregulated after paclitaxel exposure, as recurrent tumor specimens were generally not available after what was predominantly non-surgical treatment. Second, we were unable to examine whether miRNA replacement therapy was effective in vivo, as the paclitaxel-resistant cells could not be inoculated into immunodeficient mice. Thus, further studies are needed to determine whether the use of miR-522-3p as a target can help overcome paclitaxel resistance in clinical settings.

In conclusion, we found that the downregulation of miR-522-3p was strongly associated with the acquisition of paclitaxel resistance in ovarian cancer cells, while its restoration attenuated paclitaxel resistance by targeting E2F2. Thus, miR-522-3p may be a useful therapeutic target for overcoming paclitaxel resistance, although further studies are needed to determine whether this has the potential be an effective and non-toxic miRNA replacement strategy.

## Materials and methods

In this study, all methods were carried out in accordance with relevant guidelines and institutional regulations.

### Materials

Dulbecco’s modified Eagle’s medium (DMEM) was obtained from Nacalai Tesque (Kyoto, Japan). Fetal bovine serum (FBS; #172012), and paclitaxel (T7402) were purchased from Sigma Aldrich (St. Louis, MO). Antibodies targeting *E2F2* (ab70731) were purchased from Abcam (Cambridge, UK). Antibodies targeting RB (sc-50) were obtained from Santa Cruz Biotechnology (Dallas, TX), and those targeting phospho-RB (#9307) were obtained from New England Biolabs (Ipswich, MA). The cell cycle regulation antibody sampler kit (#9932), as well as the antibodies targeting BMI1 (#2830) and CyclinD3 (#2936), were obtained from Cell Signaling (Danvers, MA). Antibodies targeting P16 (#10883-1-AP) and LaminB1 (#66095-1-IG) were obtained from Proteintech Group (Chicago, IL). TRIzol Reagent (#15596-018) was purchased from Life Technologies (Carlsbad, CA).

### Cell culture

The SKOV3ip1 cell line was generously provided by Dr. Ernst Lengyel (University of Chicago, IL), while the HeyA8 cell line was provided by Dr. Anil Sood (MD Anderson Cancer Center, TX). Cells were cultured in DMEM supplemented with 10% FBS and 100 U/mL penicillin/streptomycin, and incubated in 5% CO_2_ with saturated humidity at 37 °C. Cells were authenticated by short tandem repeat DNA profiling performed by Takara-Bio Inc. (Otsu, Japan) and were used within 6 months after resuscitation.

### Establishment of paclitaxel-resistant ovarian cancer cell lines

Paclitaxel-resistant ovarian cancer cell lines were established, as previously described^10^. Two ovarian cancer cell lines (SKOV3ip1 and HeyA8) were exposed to stepwise paclitaxel concentration increases from 1 to 300 nM over a three-month period. The resulting paclitaxel-resistant cell lines, which we named SKOV3ip1-PR and HeyA8-PR, were cultured with paclitaxel-containing culture medium for the maintenance of paclitaxel resistance.

### miRNA RT-qPCR array

Total RNA was collected from the SKOV3ip1, SKOV3ip1-PR, HeyA8, and HeyA8-PR cells using TRIzol, and miRNA expression profiling was performed using the stem loop RT-qPCR-based TaqMan Human MicroRNA Array Set version 2.0 (#4398965; Applied Biosystems, Carlsbad, CA), according to the manufacturer’s protocol. Data were deposited in a public database and assigned the GSE139043 identifier^9^.

### RT-qPCR analysis of miR-522-3p

RT-qPCR was performed using the StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA), as previously described^10^. Briefly, total RNA was extracted using TRIzol and transcribed into cDNA using the TaqMan MicroRNA Reverse Transcription Kit (#4366596; Applied Biosystems). Mature miR-522-3p were assayed using a TaqMan assay (hsa-miR-522-3p; #002413). To normalize the miRNA expression levels, RNU6B (#001093; Applied Biosystems) was used as an endogenous control. Comparative real-time PCR runs were performed in triplicate, and the relative expression levels of miR-522-3p were calculated using the 2^−ΔΔCt^ method.

### Transfection of miRNA

The ovarian cancer cells were transfected with precursor miRNA (pre-hsa-miR-522-3p, #PM12309) or inhibitor miRNA (anti-hsa-miR-522-3p, #AM12309) at a concentration of 30 nM using Lipofectamine 3000 (#L3000-008; Thermo Fisher Scientific) according to the manufacturer’s instructions. Precursor Negative Control #1 (#AM17110) was used as a control. All oligonucleotides were obtained from Thermo Fischer Scientific (Waltham, MA). At 24 h after transfection, the cells were utilized for subsequent procedures.

### Cell viability assay

Ovarian cancer cells (3–5 × 10^3^ cells/well) were seeded onto 96-well plates and cultured for 24 h. The paclitaxel was diluted to a range of concentrations (1–1000 nM) in DMEM supplemented with 2% FBS, and was then added to the wells. The cells were incubated for 48–72 h before 20 μL of MTS solution (3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt) (Promega, Fitchburg, WI) was added to each well. The cells were incubated at 37 °C for 2 h, and the relative cell viability was subsequently assessed by the measurement of the optical density at 490 nm, with viability normalized to the paclitaxel-free control.

### Taqman gene expression assays

Total RNA was collected using TRIzol from the SKOV3ip1-PR and HeyA8-PR cells that were transfected with negative control or pre-hsa-miR-522-3p. Taqman Gene Expression assays were performed using Taqman Array Gene signature 96-well plates (#4391524; Applied Biosystems, Carlsbad, CA) according to the manufacturer’s protocol.

### Western blotting

A total of 3 × 10^5^ cells were plated onto six well plates and lysed using 1 × sample buffer (0.05 M Tris hydrochloride [pH 6.8], 2% sodium dodecyl sulphate [SDS], 10% glycerol, 0.1% bromophenol blue, and 0.1 M dithiothreitol). The cell lysates were separated using 5–20% SDS polyacrylamide gel electrophoresis gels (Wako, Osaka, Japan) and transferred to polyvinylidene difluoride membranes. Next, the membranes were incubated with the following primary antibodies, which were diluted as indicated using tris-buffered saline with 5% bovine serum albumin: anti-laminB1 (1:1000), anti-E2F2 (1:250), anti-P16 (1:500), anti-BMI1 (1:500), anti-Cyclin D3 (1:500), anti-CDK4 (1:500), anti-CDK6 (1:500), anti-RB-control (1:500), and anti-phospho-RB (1:500). The samples were subsequently incubated with the corresponding secondary immunoglobulin G conjugated to horseradish peroxidase. The proteins were then visualized using an electrochemiluminescence system (PerkinElmer Life Science, Waltham, MA), and luminescent images were analyzed using a Luminoimage analyzer (ImageQuant LAS-4000; GE Healthcare Bio-Sciences Corp., Piscataway, NJ).

### Cell cycle analysis

A total of 1 × 10^5^ cells were plated onto six well plates and transfected with negative control or pre-hsa-miR-522-3p. At 24 h after transfection, the cells were collected and fixed overnight in 75% ethanol. Next, the cells were stained for 1 h at 4 °C using 50 µg/mL propidium iodide (P4864, Sigma) in the presence of 100 µg/mL RNase A (Roche). Finally, cell cycle data were collected using a BD FACSCanto II flow cytometer (BD, Franklin Lakes, NJ), and analyzed using BD FACSDiva software (BD).

### Luciferase reporter assay

Luciferase reporter assay was performed as previously described^10^. The *E2F2* 3′-UTR has a region that has been predicted to bind to hsa-miR-522-3p. 

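The luciferase reporter carried a 22-base stretch of the E2F2 3′-UTR, GTCTCCACTGGGCTGCCATTTA, or its mutated version, GTCTGCACTGCGCTGCGATATA. Counted from 1 at the 5′ end of the stretch, the mutated version differs by the 4 substitutions C5G, G11C, C17G and T20A. The stretch holds CCATTT, the complement of nucleotides 2 to 7 of miR-522-3p as drawn in Fig. 4C, at bases 16 to 21, followed by A at base 22. It does not hold ACCATTT, the complement of nucleotides 2 to 8. Of the 4 substitutions, 2 lie within CCATTT, and the mutated version holds no copy of it. The other 2 lie upstream of it. No measurement of the reporter was analysed here.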

Synthetic oligonucleotides were created with four copies of the *E2F2* 3′-UTR (GTCTCCACTGGGCTGCCATTTA; bp 1928–1934 of ENST00000361729) or four copies of a mutated version of the sequence (GTCTGCACTGCGCTGCGATATA), as well as with MluΙ and XhoΙ restriction sites at each end. These oligonucleotides were then cloned into the pMIR-REPORT firefly luciferase miRNA expression reporter vector (Applied Biosystems; #AM5795). After 5 × 10^4^ ovarian cancer cells were seeded onto 24-well plates, 0.5 μg of the pMIR-REPORT vector, 0.05 μg of the pRL-TK Renilla luciferase control vector (#E2241; Promega, Madison, WI, USA), and 40 pM of pre-miR-522-3p or the negative control miRNA were co-transfected using Lipofectamine 3000. At 24 h after transfection, luciferase activity was measured using the Dual-Luciferase Reporter Assay System (#E1910; Promega) according to the manufacturer’s instructions. Firefly luciferase activity was normalized to the Renilla luciferase activity.

### Analysis of the prognostic values of miR-522 and E2F2 using a public database

Clinical data on 489 high-grade serous ovarian carcinoma patients deposited in the TCGA database for ovarian cancer (TCGA-OV) were obtained from cBioPortal For Cancer Gneomics (https://www.cbioportal.org/), and the corresponding relative expression of miR-522-3p deposited in the TCGA-OV was obtained from OncomiR Cancer Database (https://www.oncomir.umn.edu/omcd/basic_search.php). Kaplan–Meier curves were used to compare survival outcomes. The prognostic value of miR-522-3p expression was evaluated using the PROGNOSTIC miRNA DATABASE^11,12^ that includes gene expression data and clinical data. The 549 patients with serous ovarian cancer were divided into high-expression and low-expression groups, and the outcomes were compared in terms of OS and PFS. The prognostic value of miR-522-3p expression was also evaluated using the Kaplan–Meier Plotter database^13,14^ that includes gene expression and clinical data on 485 ovarian cancer patients. The prognostic value of *E2F2* expression (probe; 235582_at) was also evaluated using the Kaplan–Meier Plotter^13,18^, based on data from 1,545 ovarian cancer patients, who were divided into high-expression and low-expression groups.

### NCI60 miRNA and mRNA correlation analysis

Normalized Agilent miRNA and mRNA data sets from NCI60 cell lines were obtained from Cellminer (https://discover.nci.nih.gov/cellminer, last accessed March 31, 2020). Spearman’s rank correlation coefficient and the associated P value were calculated between the average transcript intensity z scores of *E2F2* and miR-522-3p.

### Statistical analyses

All statistical analyses were performed using JMP software version 14.0.0 (SAS Institute Japan Ltd., Tokyo, Japan). Unless otherwise stated, the data are presented as mean ± standard deviation (SD), and statistical significance was analyzed using Wilcoxon’s rank sum test. For the RT-qPCR data, the error bars represent SD as calculated by the StepOnePlus Real-Time PCR System. Differences were considered statistically significant at P-values < 0.05. The prognostic values of miR-522 and *E2F2* expression in ovarian cancer patients were analyzed using Kaplan–Meier survival plots, as described above. The results were reported as hazard ratios with their 95% confidence intervals, and log-rank P-values.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2

# Supplementary material for: Paclitaxel exposure downregulates miR-522 expression and its downregulation induces paclitaxel resistance in ovarian cancer cells
**Source:** Sci Rep. 2020 Oct 7;10:16755. doi: 10.1038/s41598-020-73785-8
**Supplement:** Supplementary file 2 — Supplementary Information 2

## Slide 1
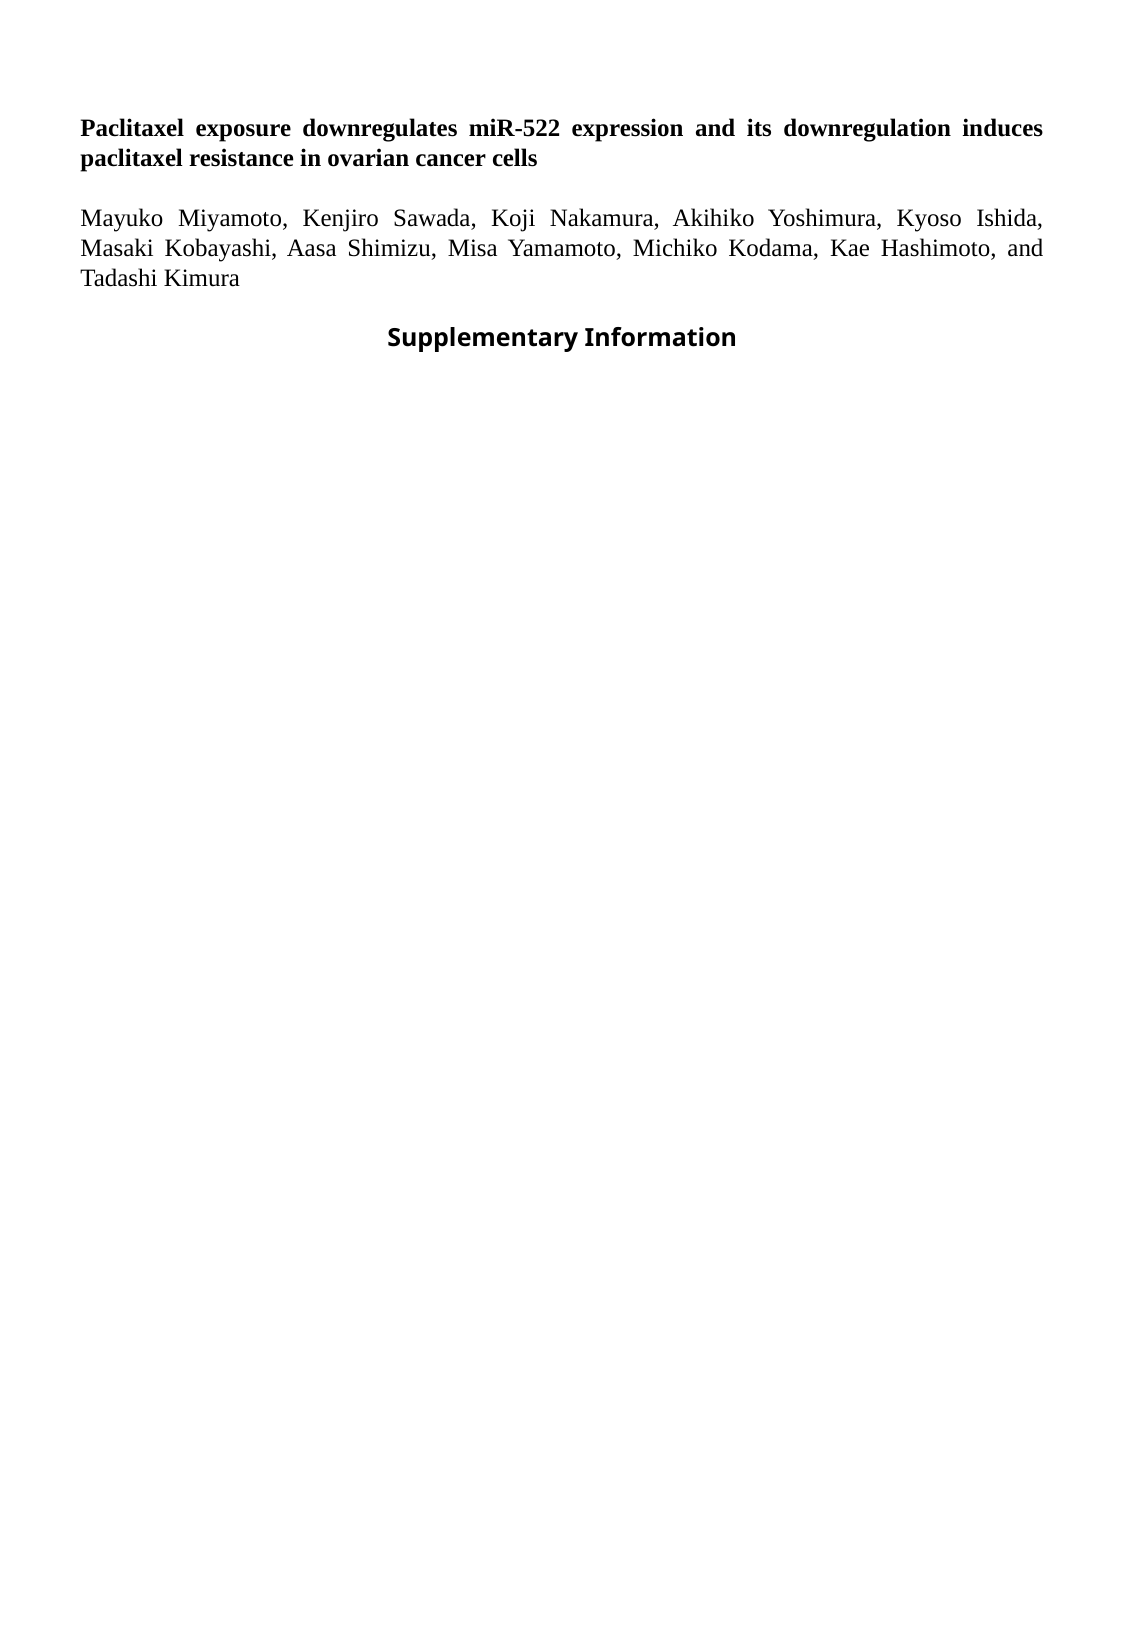

Paclitaxel exposure downregulates miR-522 expression and its downregulation induces paclitaxel resistance in ovarian cancer cells
Mayuko Miyamoto, Kenjiro Sawada, Koji Nakamura, Akihiko Yoshimura, Kyoso Ishida, Masaki Kobayashi, Aasa Shimizu, Misa Yamamoto, Michiko Kodama, Kae Hashimoto, and Tadashi Kimura
Supplementary Information

## Slide 2
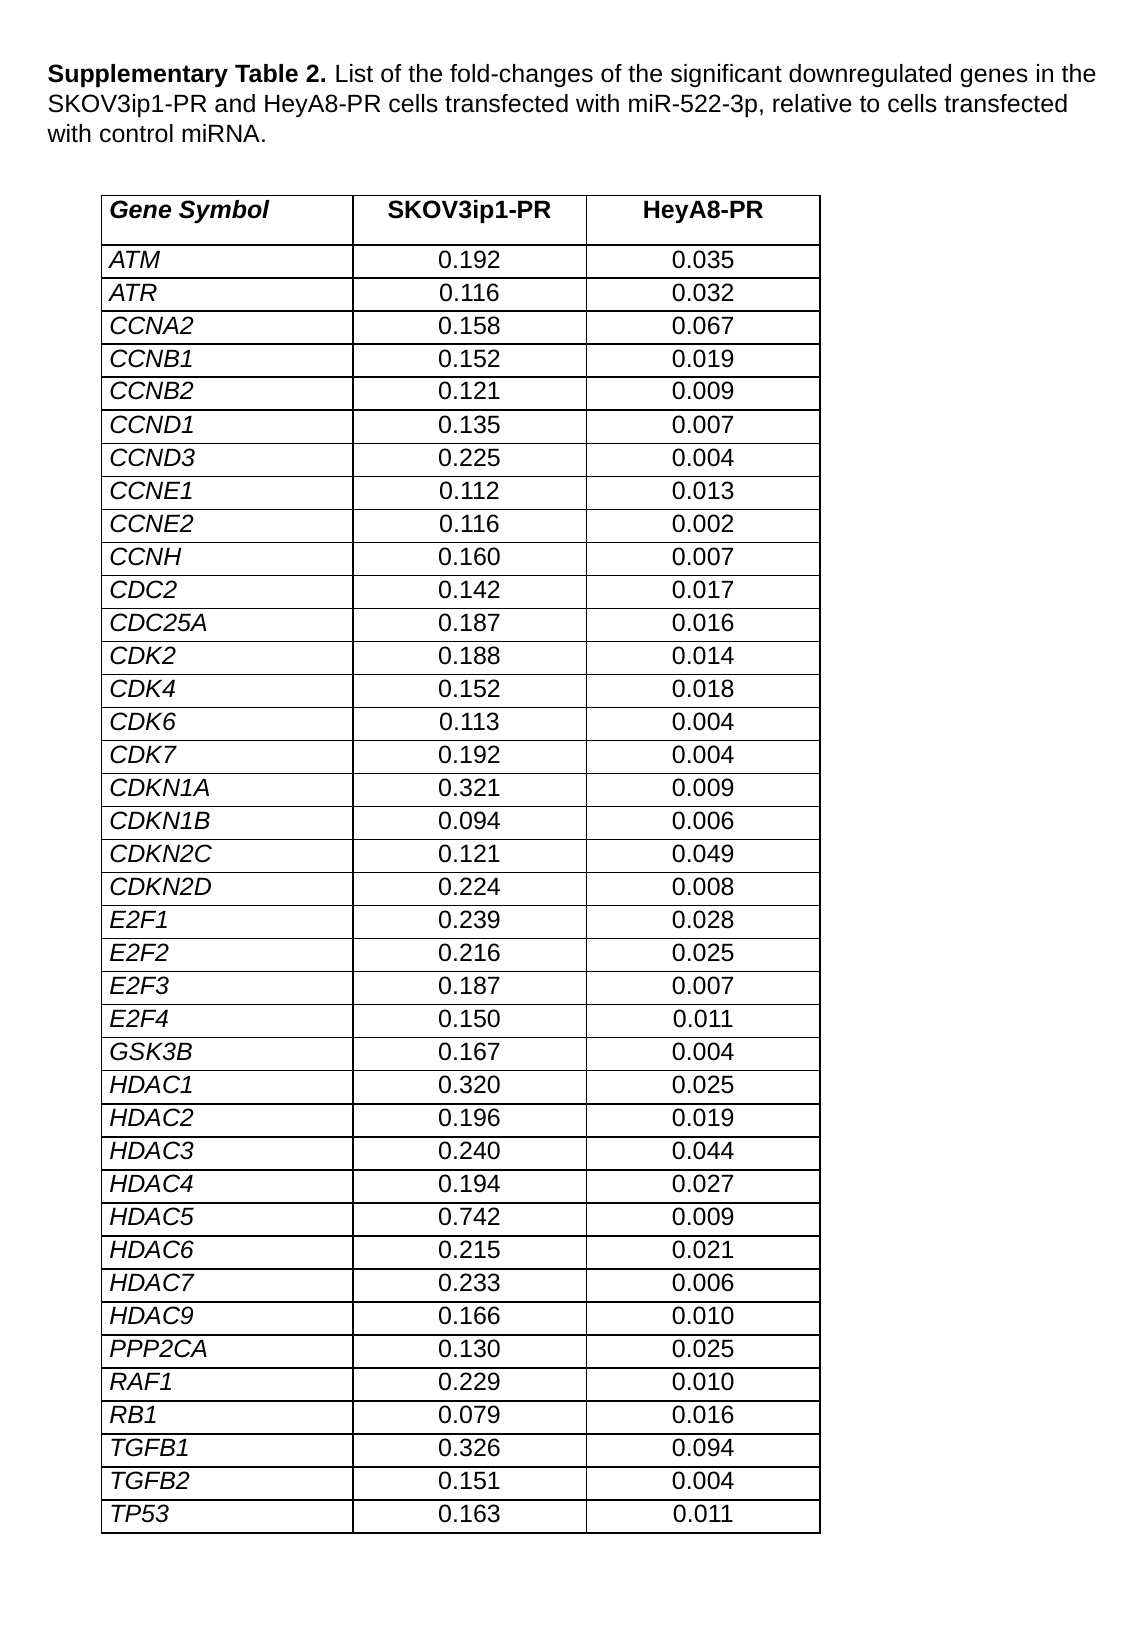

Supplementary Table 2. List of the fold-changes of the significant downregulated genes in the SKOV3ip1-PR and HeyA8-PR cells transfected with miR-522-3p, relative to cells transfected with control miRNA.
| Gene Symbol | SKOV3ip1-PR | HeyA8-PR |
| --- | --- | --- |
| ATM | 0.192 | 0.035 |
| ATR | 0.116 | 0.032 |
| CCNA2 | 0.158 | 0.067 |
| CCNB1 | 0.152 | 0.019 |
| CCNB2 | 0.121 | 0.009 |
| CCND1 | 0.135 | 0.007 |
| CCND3 | 0.225 | 0.004 |
| CCNE1 | 0.112 | 0.013 |
| CCNE2 | 0.116 | 0.002 |
| CCNH | 0.160 | 0.007 |
| CDC2 | 0.142 | 0.017 |
| CDC25A | 0.187 | 0.016 |
| CDK2 | 0.188 | 0.014 |
| CDK4 | 0.152 | 0.018 |
| CDK6 | 0.113 | 0.004 |
| CDK7 | 0.192 | 0.004 |
| CDKN1A | 0.321 | 0.009 |
| CDKN1B | 0.094 | 0.006 |
| CDKN2C | 0.121 | 0.049 |
| CDKN2D | 0.224 | 0.008 |
| E2F1 | 0.239 | 0.028 |
| E2F2 | 0.216 | 0.025 |
| E2F3 | 0.187 | 0.007 |
| E2F4 | 0.150 | 0.011 |
| GSK3B | 0.167 | 0.004 |
| HDAC1 | 0.320 | 0.025 |
| HDAC2 | 0.196 | 0.019 |
| HDAC3 | 0.240 | 0.044 |
| HDAC4 | 0.194 | 0.027 |
| HDAC5 | 0.742 | 0.009 |
| HDAC6 | 0.215 | 0.021 |
| HDAC7 | 0.233 | 0.006 |
| HDAC9 | 0.166 | 0.010 |
| PPP2CA | 0.130 | 0.025 |
| RAF1 | 0.229 | 0.010 |
| RB1 | 0.079 | 0.016 |
| TGFB1 | 0.326 | 0.094 |
| TGFB2 | 0.151 | 0.004 |
| TP53 | 0.163 | 0.011 |

## Slide 3
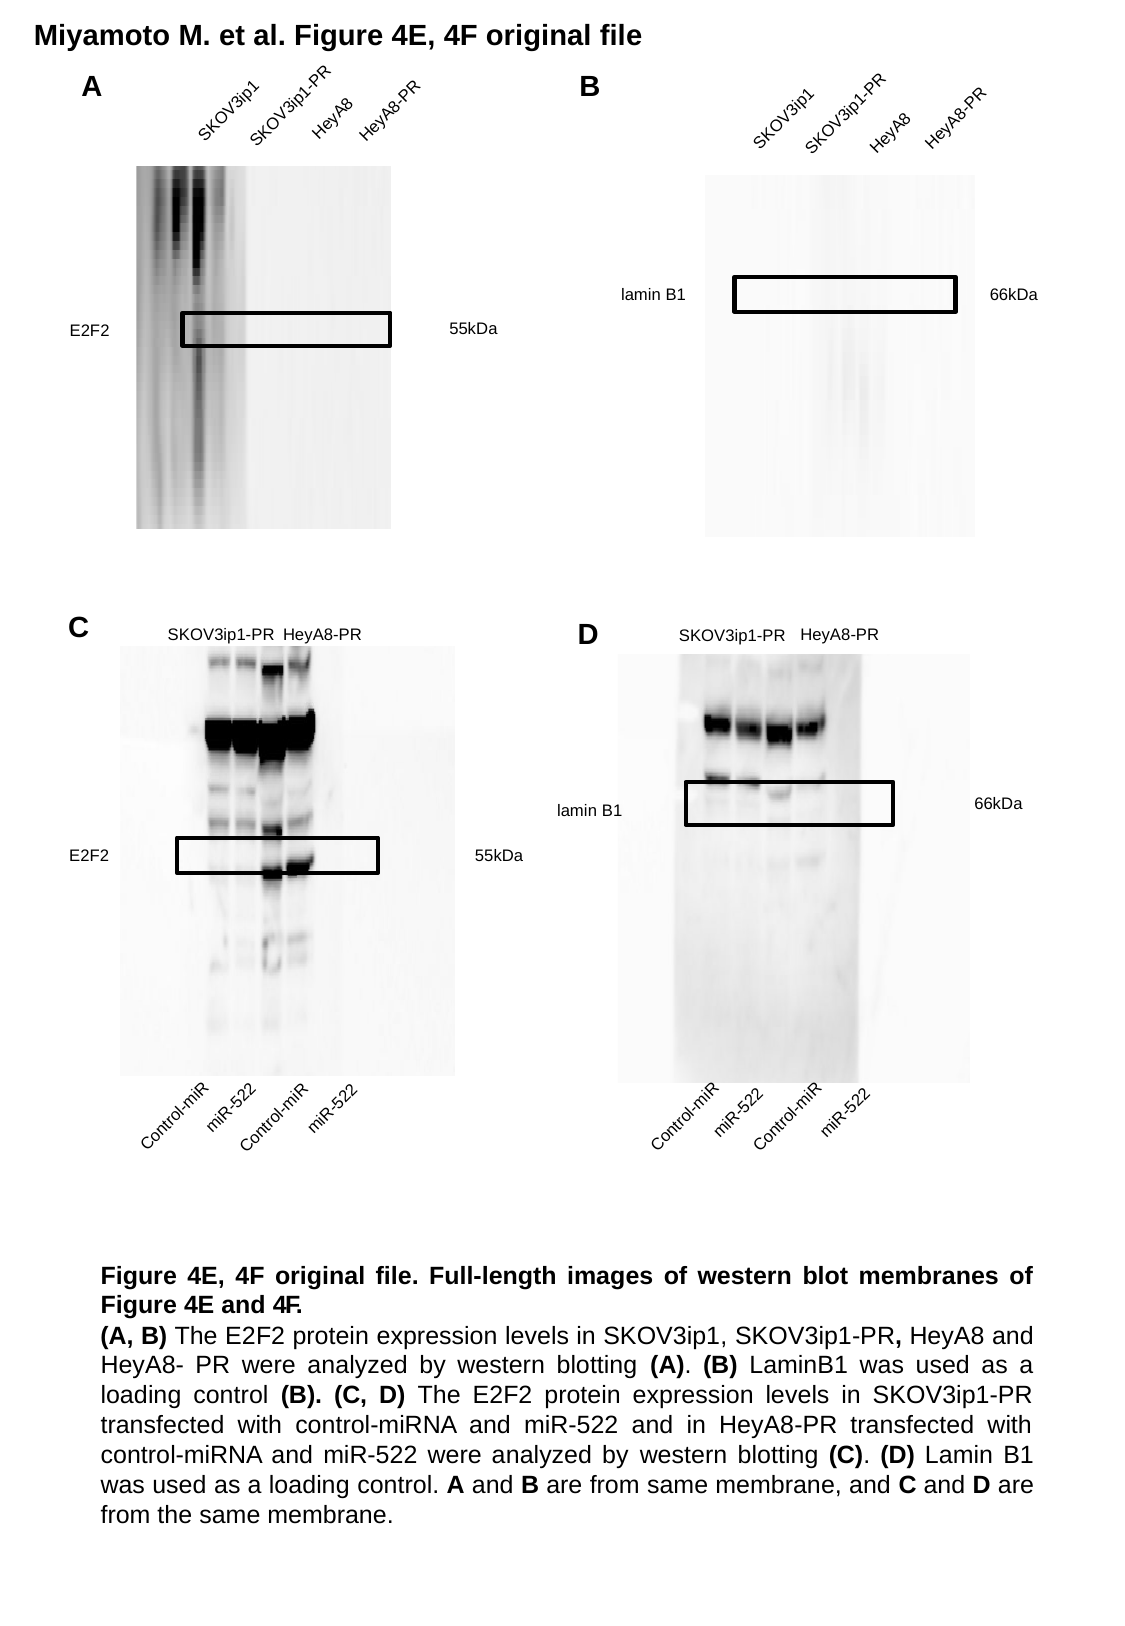

Miyamoto M. et al. Figure 4E, 4F original file
A
B
SKOV3ip1-PR
HeyA8-PR
SKOV3ip1
SKOV3ip1-PR
HeyA8-PR
HeyA8
SKOV3ip1
HeyA8
66kDa
lamin B1
55kDa
E2F2
C
D
HeyA8-PR
HeyA8-PR
SKOV3ip1-PR
SKOV3ip1-PR
66kDa
lamin B1
E2F2
55kDa
miR-522
miR-522
miR-522
miR-522
Control-miR
Control-miR
Control-miR
Control-miR
Figure 4E, 4F original file. Full-length images of western blot membranes of Figure 4E and 4F.
(A, B) The E2F2 protein expression levels in SKOV3ip1, SKOV3ip1-PR, HeyA8 and HeyA8- PR were analyzed by western blotting (A). (B) LaminB1 was used as a loading control (B). (C, D) The E2F2 protein expression levels in SKOV3ip1-PR transfected with control-miRNA and miR-522 and in HeyA8-PR transfected with control-miRNA and miR-522 were analyzed by western blotting (C). (D) Lamin B1 was used as a loading control. A and B are from same membrane, and C and D are from the same membrane.

## Slide 4
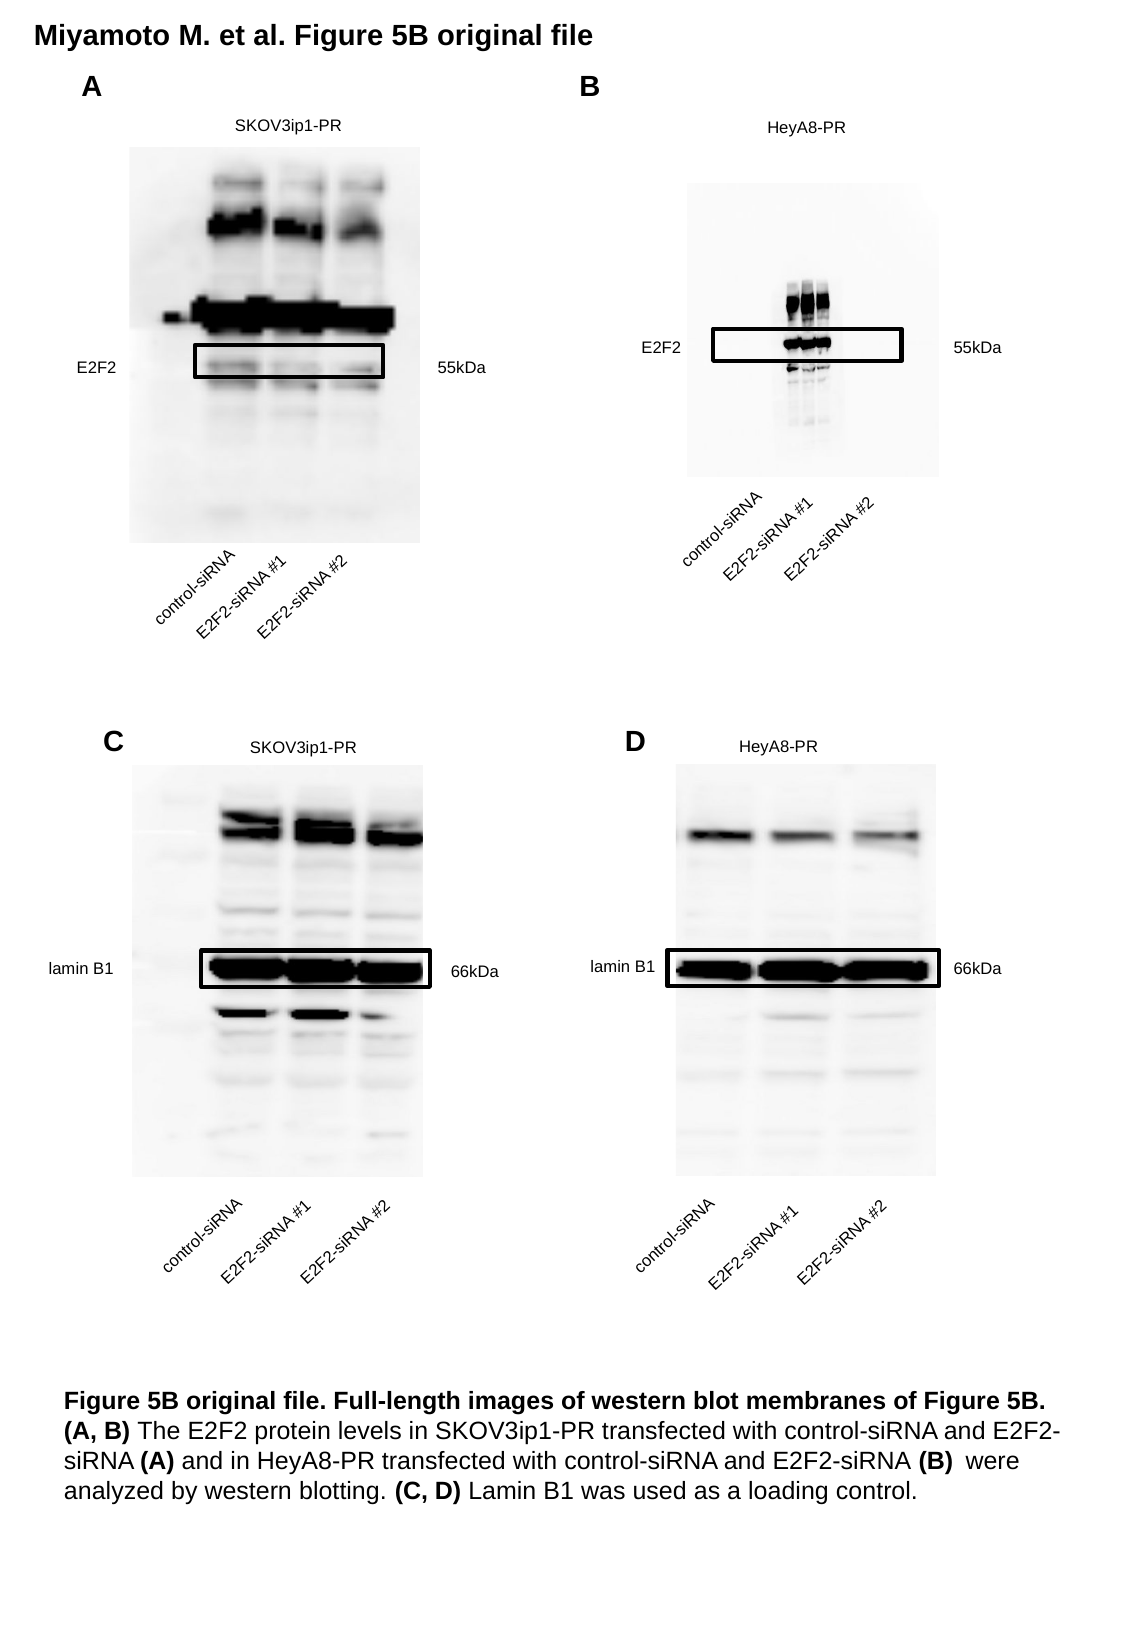

Miyamoto M. et al. Figure 5B original file
A
B
SKOV3ip1-PR
HeyA8-PR
E2F2
55kDa
E2F2
55kDa
control-siRNA
E2F2-siRNA #2
E2F2-siRNA #1
control-siRNA
E2F2-siRNA #2
E2F2-siRNA #1
C
D
HeyA8-PR
SKOV3ip1-PR
lamin B1
lamin B1
66kDa
66kDa
control-siRNA
control-siRNA
E2F2-siRNA #2
E2F2-siRNA #1
E2F2-siRNA #2
E2F2-siRNA #1
Figure 5B original file. Full-length images of western blot membranes of Figure 5B. (A, B) The E2F2 protein levels in SKOV3ip1-PR transfected with control-siRNA and E2F2- siRNA (A) and in HeyA8-PR transfected with control-siRNA and E2F2-siRNA (B) were analyzed by western blotting. (C, D) Lamin B1 was used as a loading control.

## Slide 5
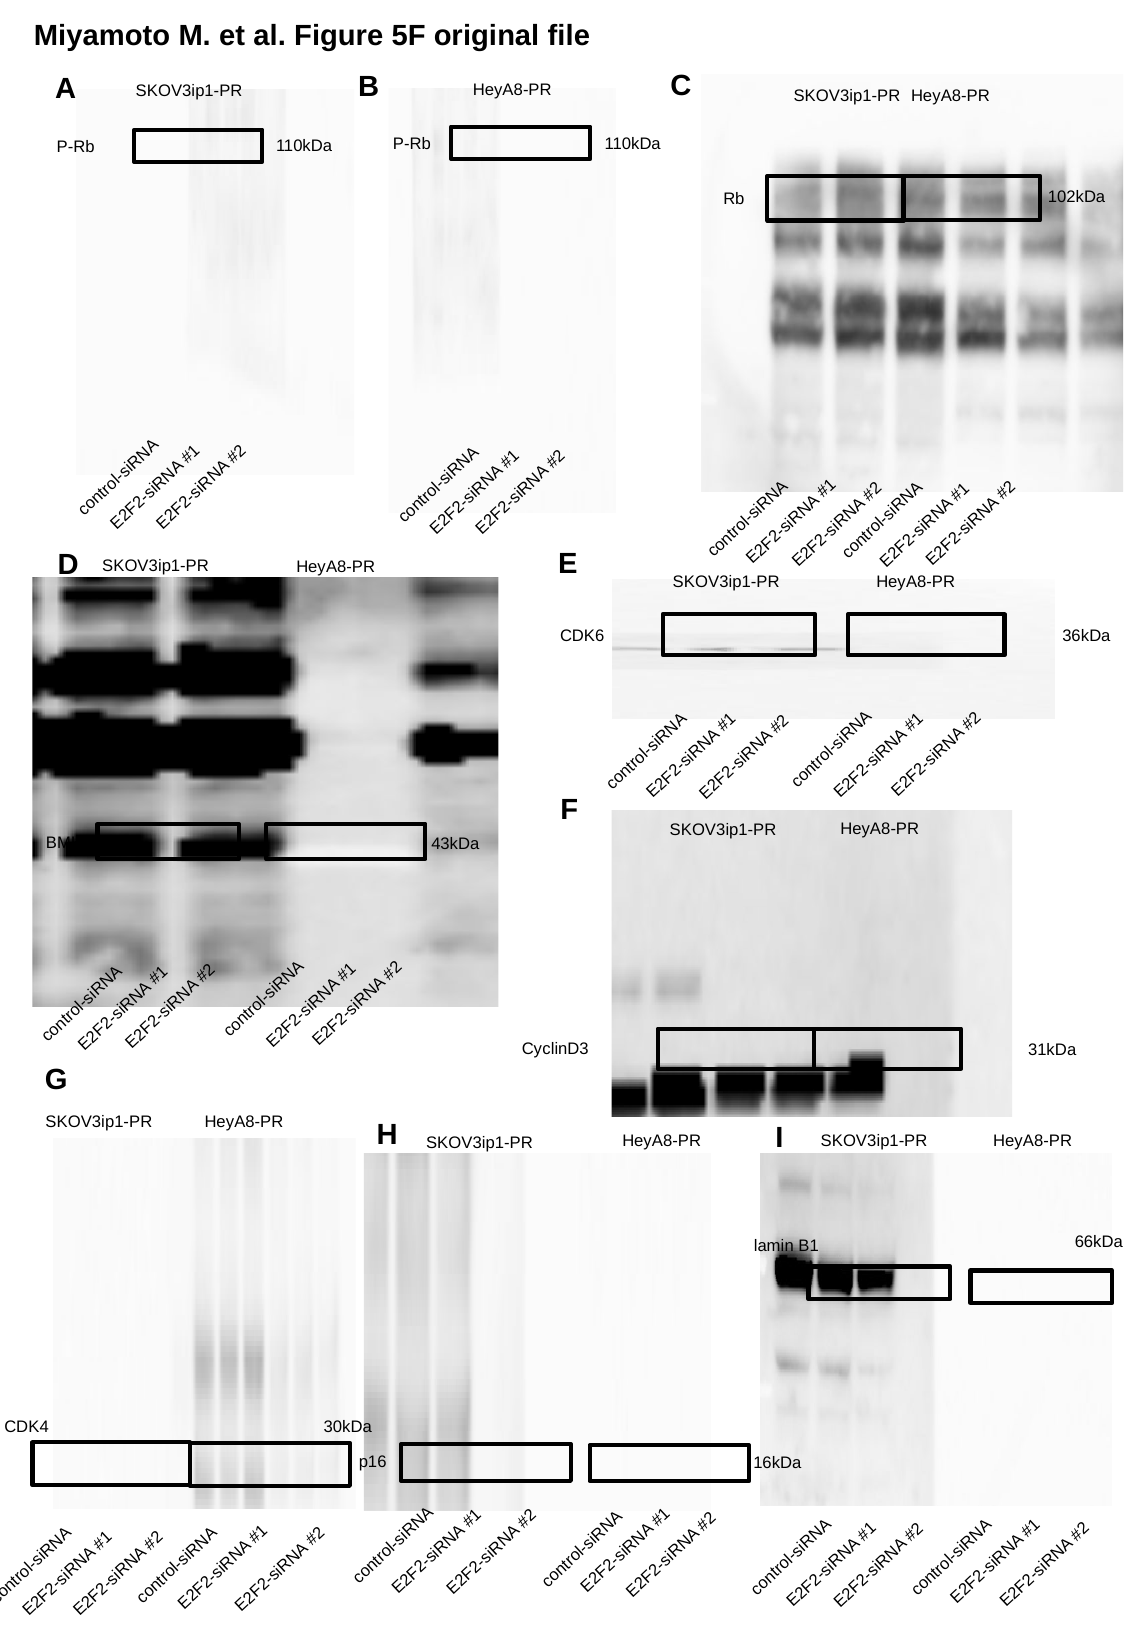

Miyamoto M. et al. Figure 5F original file
C
B
A
HeyA8-PR
SKOV3ip1-PR
SKOV3ip1-PR
HeyA8-PR
P-Rb
110kDa
110kDa
P-Rb
102kDa
Rb
control-siRNA
control-siRNA
E2F2-siRNA #2
E2F2-siRNA #1
E2F2-siRNA #1
E2F2-siRNA #2
control-siRNA
control-siRNA
E2F2-siRNA #1
E2F2-siRNA #2
E2F2-siRNA #2
E2F2-siRNA #1
E
D
SKOV3ip1-PR
HeyA8-PR
SKOV3ip1-PR
HeyA8-PR
CDK6
36kDa
control-siRNA
control-siRNA
E2F2-siRNA #2
E2F2-siRNA #1
E2F2-siRNA #1
E2F2-siRNA #2
F
HeyA8-PR
SKOV3ip1-PR
BMI1
43kDa
control-siRNA
E2F2-siRNA #2
control-siRNA
E2F2-siRNA #1
E2F2-siRNA #2
E2F2-siRNA #1
CyclinD3
31kDa
G
SKOV3ip1-PR
HeyA8-PR
H
I
SKOV3ip1-PR
HeyA8-PR
HeyA8-PR
SKOV3ip1-PR
66kDa
lamin B1
CDK4
30kDa
p16
16kDa
control-siRNA
control-siRNA
E2F2-siRNA #1
E2F2-siRNA #1
E2F2-siRNA #2
E2F2-siRNA #2
control-siRNA
control-siRNA
E2F2-siRNA #1
E2F2-siRNA #2
E2F2-siRNA #1
control-siRNA
control-siRNA
E2F2-siRNA #2
E2F2-siRNA #1
E2F2-siRNA #2
E2F2-siRNA #1
E2F2-siRNA #2

## Slide 6
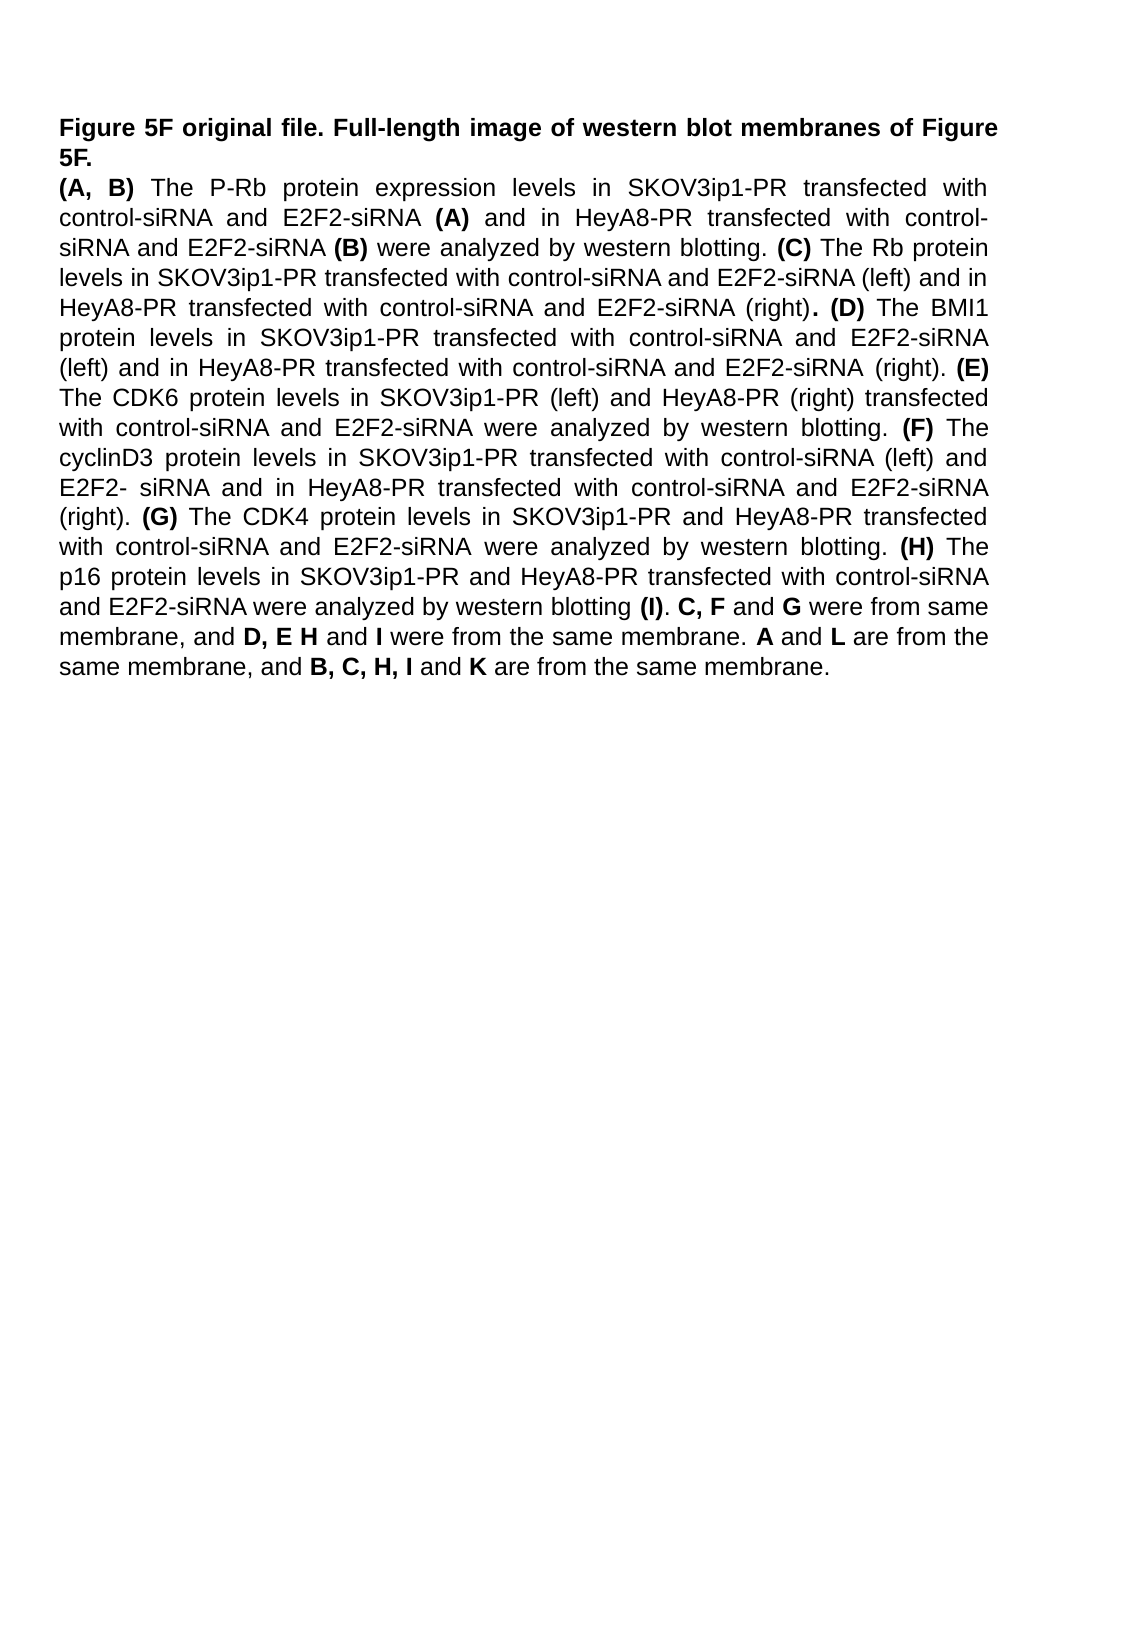

Figure 5F original file. Full-length image of western blot membranes of Figure 5F.
(A, B) The P-Rb protein expression levels in SKOV3ip1-PR transfected with control-siRNA and E2F2-siRNA (A) and in HeyA8-PR transfected with control-siRNA and E2F2-siRNA (B) were analyzed by western blotting. (C) The Rb protein levels in SKOV3ip1-PR transfected with control-siRNA and E2F2-siRNA (left) and in HeyA8-PR transfected with control-siRNA and E2F2-siRNA (right). (D) The BMI1 protein levels in SKOV3ip1-PR transfected with control-siRNA and E2F2-siRNA (left) and in HeyA8-PR transfected with control-siRNA and E2F2-siRNA (right). (E) The CDK6 protein levels in SKOV3ip1-PR (left) and HeyA8-PR (right) transfected with control-siRNA and E2F2-siRNA were analyzed by western blotting. (F) The cyclinD3 protein levels in SKOV3ip1-PR transfected with control-siRNA (left) and E2F2- siRNA and in HeyA8-PR transfected with control-siRNA and E2F2-siRNA (right). (G) The CDK4 protein levels in SKOV3ip1-PR and HeyA8-PR transfected with control-siRNA and E2F2-siRNA were analyzed by western blotting. (H) The p16 protein levels in SKOV3ip1-PR and HeyA8-PR transfected with control-siRNA and E2F2-siRNA were analyzed by western blotting (I). C, F and G were from same membrane, and D, E H and I were from the same membrane. A and L are from the same membrane, and B, C, H, I and K are from the same membrane.

## Slide 7
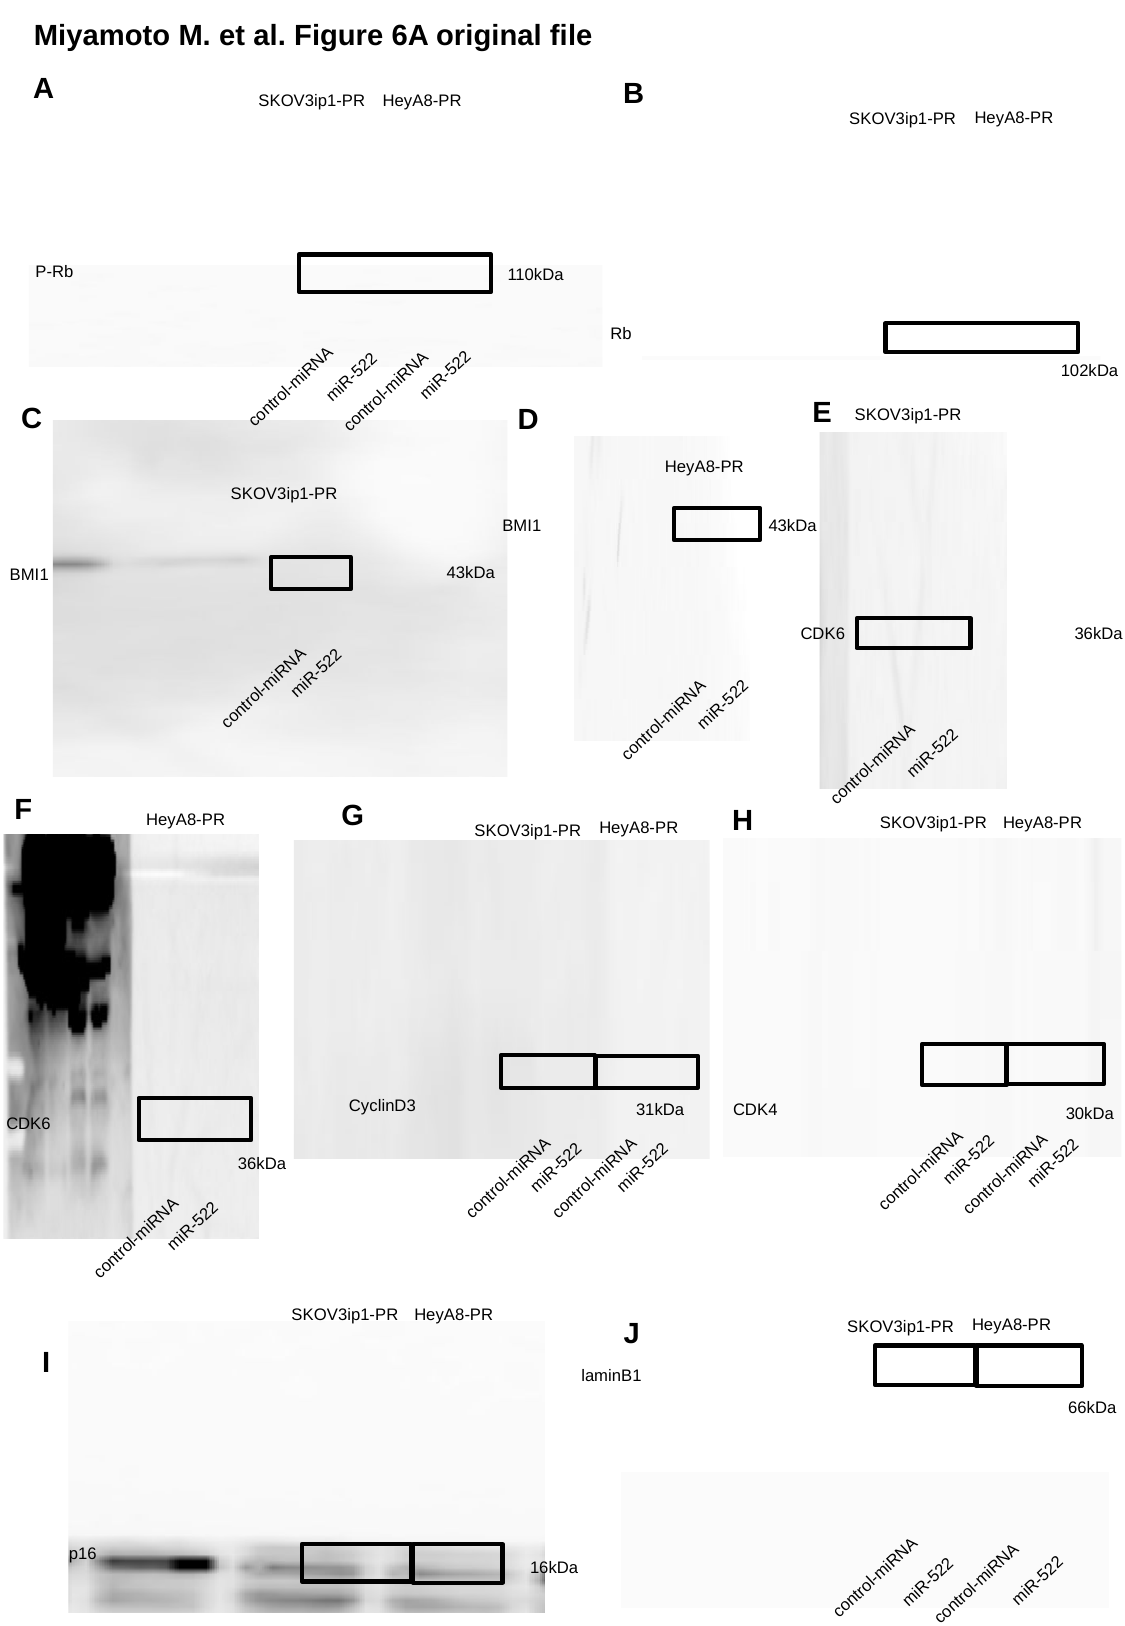

Miyamoto M. et al. Figure 6A original file
A
B
HeyA8-PR
SKOV3ip1-PR
HeyA8-PR
SKOV3ip1-PR
P-Rb
110kDa
Rb
102kDa
miR-522
miR-522
control-miRNA
control-miRNA
E
C
D
SKOV3ip1-PR
HeyA8-PR
SKOV3ip1-PR
BMI1
43kDa
43kDa
BMI1
CDK6
36kDa
miR-522
control-miRNA
miR-522
control-miRNA
miR-522
control-miRNA
F
G
H
HeyA8-PR
HeyA8-PR
SKOV3ip1-PR
HeyA8-PR
SKOV3ip1-PR
CyclinD3
31kDa
CDK4
30kDa
CDK6
miR-522
miR-522
36kDa
miR-522
miR-522
control-miRNA
control-miRNA
control-miRNA
control-miRNA
miR-522
control-miRNA
SKOV3ip1-PR
HeyA8-PR
HeyA8-PR
J
SKOV3ip1-PR
I
laminB1
66kDa
p16
16kDa
control-miRNA
miR-522
miR-522
control-miRNA

## Slide 8
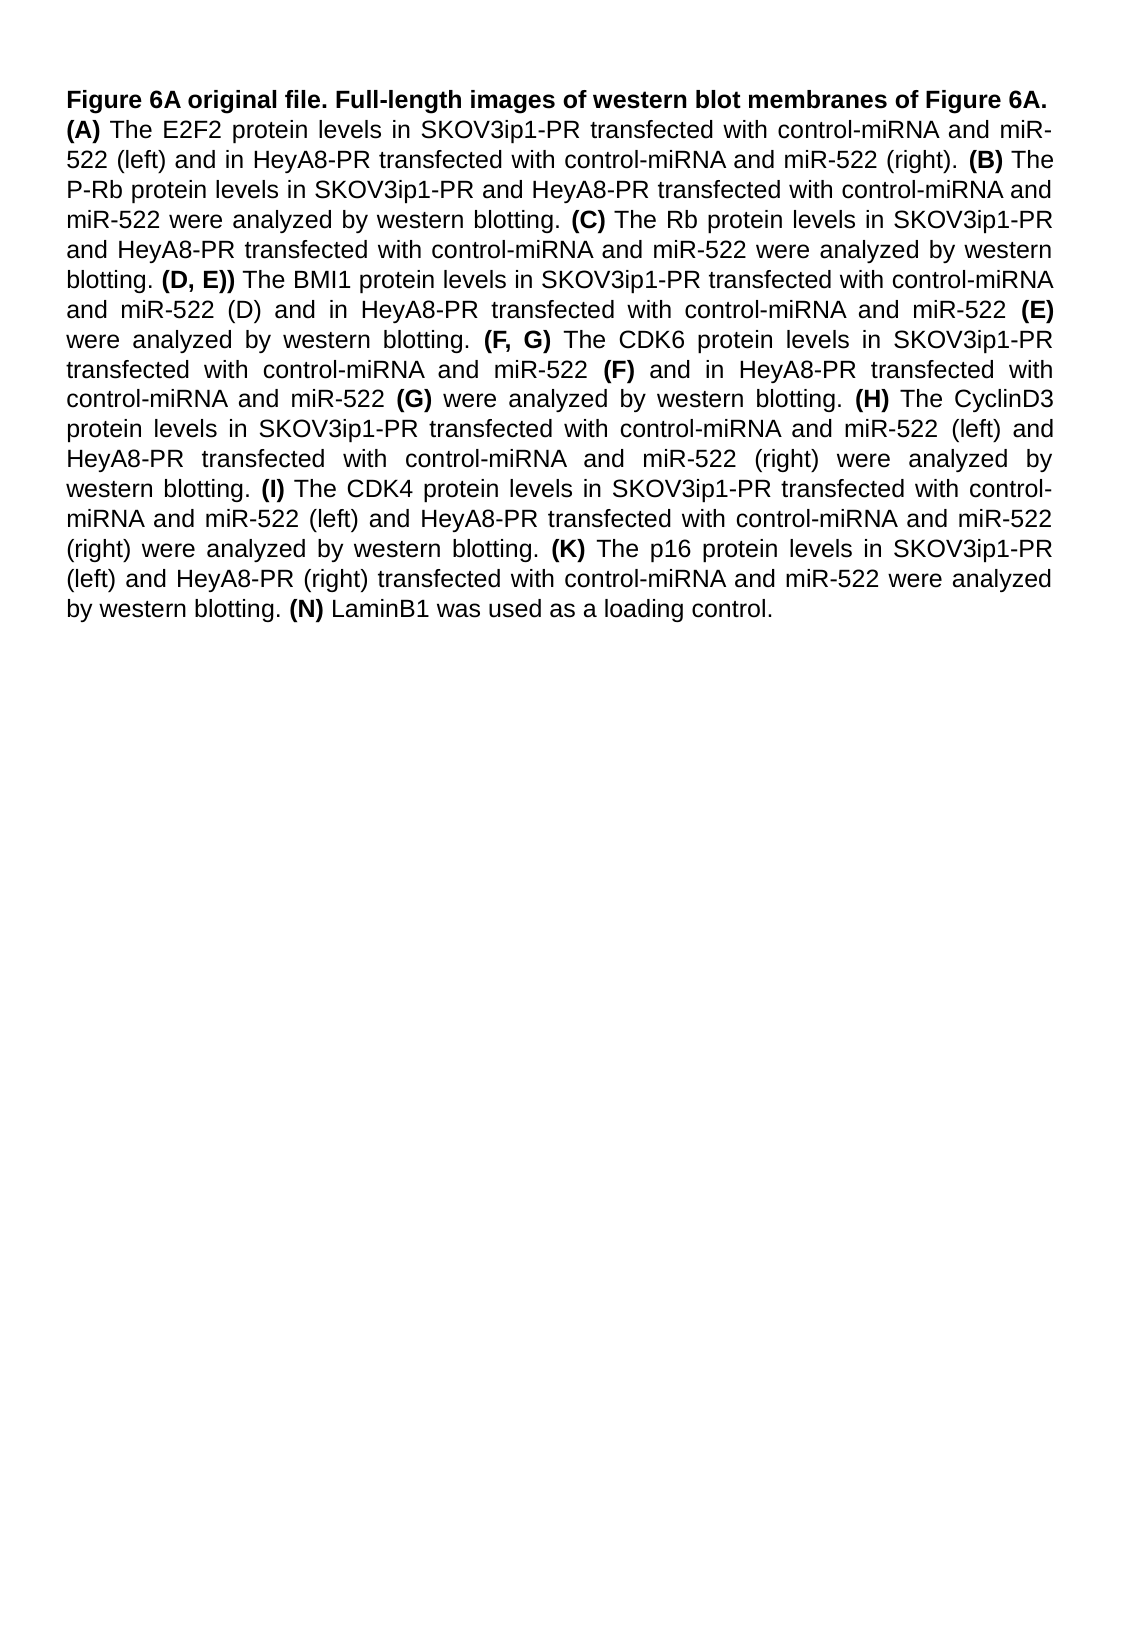

Figure 6A original file. Full-length images of western blot membranes of Figure 6A.
(A) The E2F2 protein levels in SKOV3ip1-PR transfected with control-miRNA and miR-522 (left) and in HeyA8-PR transfected with control-miRNA and miR-522 (right). (B) The P-Rb protein levels in SKOV3ip1-PR and HeyA8-PR transfected with control-miRNA and miR-522 were analyzed by western blotting. (C) The Rb protein levels in SKOV3ip1-PR and HeyA8-PR transfected with control-miRNA and miR-522 were analyzed by western blotting. (D, E)) The BMI1 protein levels in SKOV3ip1-PR transfected with control-miRNA and miR-522 (D) and in HeyA8-PR transfected with control-miRNA and miR-522 (E) were analyzed by western blotting. (F, G) The CDK6 protein levels in SKOV3ip1-PR transfected with control-miRNA and miR-522 (F) and in HeyA8-PR transfected with control-miRNA and miR-522 (G) were analyzed by western blotting. (H) The CyclinD3 protein levels in SKOV3ip1-PR transfected with control-miRNA and miR-522 (left) and HeyA8-PR transfected with control-miRNA and miR-522 (right) were analyzed by western blotting. (I) The CDK4 protein levels in SKOV3ip1-PR transfected with control-miRNA and miR-522 (left) and HeyA8-PR transfected with control-miRNA and miR-522 (right) were analyzed by western blotting. (K) The p16 protein levels in SKOV3ip1-PR (left) and HeyA8-PR (right) transfected with control-miRNA and miR-522 were analyzed by western blotting. (N) LaminB1 was used as a loading control.

How the deposited data were processed for this re-analysis (not part of the article)

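The miRNA levels of 4 cell lines, SKOV3ip1, HeyA8 and their paclitaxel-resistant sublines SKOV3ip1-PR and HeyA8-PR, were measured with stem-loop RT-qPCR TaqMan arrays, 1 array per line. The values used here are linear ratios that the authors computed and deposited, each the ratio of a resistant line's relative expression to that of its parental line. The direction of the ratio was taken from the authors' description of the design, which says that the sublines were calculated against the parental lines. The reference assay, the calling of cycle values and the handling of wells without signal are not named in the paper's text. The assay names were read from another deposited table of the authors.

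The columns of the deposited tables are numbered, and neither the paper's text nor the sample labels tie a number to a line. Fig. 1C draws its values by line, but columns were not matched to it, because that would assign lines by their values. The 8 columns of single-array values were therefore not used, and the 2 ratio columns are reported as pair A and pair B. Results set out for SKOV3ip1-PR and HeyA8-PR before the data were examined are reported for the pairs instead. Without single-array values, wells without signal could not be left out, the lists could not be matched on mean expression, and the endogenous controls, which were also to be named, are not reported.

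All 377 assays with a ratio in both pairs were counted against the paper's thresholds of 0.5 and 2, and against 0.25 and 4 as an alternative. The count expected from independent calls is the product of the counts in each pair divided by the number of assays. With 1 array per line no p-value was computed, and assays are not replicates. Pearson and Spearman correlations across assays describe the arrays only. The median of a list of assays was placed among the medians of 10000 random lists of the same size, with ties counted as one part below and an equal part above. Neighbouring miRNAs were assays matched to RefSeq miRNA genes of GRCh38.p14 that lie within 10 kb of each other, and their mean absolute log2 difference was placed among 10000 random relabellings of the assays. Of the 377 assays, 370 matched a gene by name or synonym. No coordinates are given, because the deposited tables name no genome build.

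Named miRNAs are those of Fig. 1C and others that the paper's text names and the table holds. Members of the chromosome 19 cluster and of the miR-200 family are named too. So are, for each direction, the 3 assays with the largest change in the less changed pair. Assays past 0.5-fold or 2-fold in both pairs but not listed in Fig. 1C are also named, which adds miR-139-5p, miR-301b and miR-328. Others were chosen after their values were seen: let-7a with its family, miR-135b, miR-486-3p, miR-886-3p, miR-139-3p, miR-192 and miR-215. After the data were seen, the counts were repeated with each pair's ratios divided by its most frequent ratio, with the ratios divided by the median of the others, and over assays off the shared ratio. The functions were tested on simulated tables of 377 assays, where all 4 planted counts were recovered and a planted correlation of 0.6 came out as 0.56. Of 40 random lists, 6 fell outside the 5th to 95th percentiles. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.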

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

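The tests of the opposite calls were set out before their results were computed, except the division of all assays by the median of the other ratios, and those of let-7a were set out after its values were seen; all patterns were noticed in the data first. Each line has 1 array, so none of the differences between the pairs was tested against replicate error.

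Assays past the thresholds in opposite directions numbered 45, of which 17 fell in pair A and rose in pair B and 28 did the reverse. Independent calls would give 22.1. Assays past the thresholds in the same direction numbered 26, against 22.5. A shift of all assays of a pair by the authors' normalization is one technical explanation. After division by the shared ratio of each pair, the opposite count was still 1.99 times the expected one. Dividing by the median of the other ratios instead gave 48 opposite calls against 44.6 expected, or 1.08 times, a setting in which the shared ratio of pair A itself counts as lowered. Over the assays off the shared ratio in both pairs, the same division gave 1.39 times the expected count. Without that division the same assays gave 1.38 times, so a shift removed little of the excess except where it carried the shared ratio past the threshold. Another is that the many assays at the shared ratio lower the expected count. Over all assays the opposite count was 2.04 times the expected one, against the 1.38 times over the 165 off that ratio in both pairs, so this explanation accounts for part of the excess. Over the same 165 assays the count in the same direction was 0.788 times the expected one. Error of separate wells would on average give the expected count only if independent between the pairs and equally large in all assays. If the same assays had larger error in both pairs, the count would be higher. Whether the excess lies beyond the spread of such error was not tested. A difference between the cell lines in how they adapted to paclitaxel may contribute, but it cannot be tested without replicate arrays.

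The let-7a assay was at 0.000207 in pair A and 2534 in pair B of the authors' deposited table, the 3rd lowest ratio of one pair and the highest of the other. The other let-7 assays and miR-98 were set beside it, since a change of the family would move them too. Of the 14 ratios of these 7 assays as deposited, 1 passed the threshold in the same direction as let-7a, that of let-7c in pair A. The count was not repeated with divided ratios, which could change it. The lowest ratio of these assays in pair A was 0.190 and the highest in pair B was 1.71, both for let-7c and far from those of let-7a. miR-98 moved the other way in both pairs, at 19.0 and 0.0116 in the authors' deposited table. A change of the let-7 family as a whole therefore does not explain the let-7a ratios, and a failed well in 1 line of each pair was not tested.

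Outside the miRNAs the paper discusses, miR-135b had a ratio of 3100351 in pair A of the authors' deposited table, where the next highest was 649.9 for miR-486-3p, and 0.490 in pair B. No explanation was tested for it. The assays of miR-139-5p and miR-220 were below 0.5-fold in both pairs and are not listed in Fig. 1C. In the authors' deposited table miR-139-5p was at 0.0100 and 0.274, and miR-220 at 0.00115 and 0.199. The other arm of the miR-139 hairpin, miR-139-3p, was at 0.00430 in pair A and 0.612 in pair B of the authors' deposited table. The name miR-220 matched no gene of the RefSeq annotation. No biological explanation was tested for these assays.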

How the results depend on the processing

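Thresholds of 0.25 and 4 were set before the data were examined; the other settings were chosen after. The alternatives that need single-array values were not run: other reference assays, the mean or median cycle value as reference, limits on the cycle value, and wells without signal set to the last of the 40 cycles.

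With thresholds of 0.25 and 4 in place of 0.5 and 2, the assays lowered in pair A went from 57 to 34 and those raised from 100 to 63, and in pair B the raised assays went from 55 to 25. Those lowered in both pairs went from 7 to 3, against 3.25 for independent calls, and those raised in both from 19 to 5, against 4.18. Opposite calls went from 45 to 15, against 8.27. The number lowered in pair B went from 52 to 36.

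Division by the shared ratio, which takes out a log2 ratio of -0.39 in pair A and -0.60 in pair B, left 6 assays lowered in both, all among the 7 and against 5.36 for independent calls, and 24 raised in both, with all 19 among them and 22.4 expected. miR-886-5p in pair B, at 0.737, was the one that was lost. The share of raised among all calls went from 63.7% to 70.3% in pair A and from 51.4% to 63.9% in pair B. Division by the median of the other ratios took the assays lowered in pair A to 238, those lowered in both to 16, with all 7 among them and 34.7 expected, and those raised in both to 11, against 10.3 expected. The share of raised calls was then 23.2% in pair A and 49.5% in pair B. The shared ratio of pair A becomes 0.470 under this division and adds its 164 assays to those lowered in pair A. Of 140 ratios of miRNAs named by the rule, 138 kept their side of the thresholds when divided by the shared ratio, and 2 lost their call. Ratios at the shared ratio become 1 under this division and keep their side by construction. When divided by the median of the others, 101 of the 140 kept their side, 9 lost their call and 30 gained one, with every change in pair A. Neither division reversed a call of a named miRNA. Neither could, because each shifts a pair's ratios by less than the gap between the thresholds. miR-522, miR-636, miR-194 and miR-200c were below 0.5-fold in both pairs under both divisions.

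The correlation of the log2 ratios of the pairs across assays, which are not replicates, was -0.13 over all assays and -0.16 over the 165 off the shared ratio, with a Spearman correlation of -0.18 and -0.21. The median of the 35 assays of the chromosome 19 cluster was at percentile 47.4 of random lists in pair A and 49.8 in pair B, where most lists tie at the shared ratio. Without assays at that ratio, it was at percentile 70.9 in pair A and 1.40 in pair B, over 9 and 5 assays. The cause was not tested. The median of the 5 assays of the miR-200 family was at percentile 99.9 in pair A and 99.1 in pair B. It was at 99.7 and 92.4 over the 4 assays off the shared ratio. The list was chosen because Fig. 1C, drawn from these same arrays, draws miR-200a, miR-200b and miR-429 as raised. A high percentile was therefore largely fixed in advance and is no separate evidence. No paired analysis was possible because each line has 1 array.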

Differences from the paper's values

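The paper's lists in Fig. 1C differ from the assays past 0.5-fold and 2-fold in both pairs by a few names. All 5 miRNAs that the figure draws as lowered in both resistant lines were below 0.5-fold in both pairs, and 2 more assays were, miR-139-5p and miR-220, which the figure does not list. Of the 18 miRNAs that the figure draws as raised, 17 were above 2-fold in both pairs. The exception, miR-326, was at the most frequent ratio in both pairs of the authors' deposited table, 0.760 and 0.662. A further 2 assays above 2-fold in both pairs are not drawn in the figure. They are miR-328, at 11.2 in pair A and 3.08 in pair B of the authors' deposited table, and miR-301b, at 5.05 and 2.79 there. None of the settings run placed miR-326 above 2-fold in both pairs. Division by the shared ratio sets such an assay to 1, and stricter thresholds only lie further off, so these settings could not have done so. Why the figure lists it was not tested. With thresholds of 0.25 and 4, miR-139-5p, miR-301b and miR-328 were no longer called and miR-220 still was. However, 3 of the 5 lowered and 12 of the 17 raised miRNAs of the figure were then no longer called either. Division by the shared ratio kept 4 of the 5 lowered and all 17 raised miRNAs of the figure. Division by the median of the other ratios kept all 5 lowered but only 9 of the 17 raised. miR-139-5p, miR-220, miR-301b and miR-328 stayed called in both pairs under both divisions.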

Other observations

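The test of neighbouring miRNAs was set out before its result was computed, and the others after the values were seen.

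In pair A 43.5% and in pair B 52.3% of the assays share one ratio to all digits. Of these 164 and 197 assays, 149 are the same, where independent membership would give 85.7, which is 1.74 times as many. This is consistent with assays without signal in either line of a pair having been given one fixed value, so that their ratio holds only the shift of the reference. The single-array values, which would settle it, were not used here. If so, the shared log2 ratios of -0.39 and -0.60 measure the reference and not a miRNA. Relative to them, miR-886-5p in pair B is the one among the 5 lowered miRNAs of Fig. 1C that is not below 0.5-fold.

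miRNAs whose genes lie close together are often made from one transcript, so their ratios would be alike unless error of single wells outweighed it. In pair A, 120 pairs of neighbouring assays off the shared ratio differed by 2.89 on the log2 scale on average, against 4.14 for random pairs, at percentile 0.40. In pair B, 89 pairs differed by 2.96, against 3.29, at percentile 23.8. Neighbours were thus more alike than random assays in pair A, while in pair B they could not be told apart from random assays. How much of the spread is error of single wells remains open without replicate arrays. The difference between the pairs was not tested.

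Of the miRNAs lowered in both pairs, miR-522 lies in the chromosome 19 cluster. Apart from it, 4 assays of the cluster were off the shared ratio in both pairs, and 0 of them were below 0.5-fold in both. If the shared ratio stands for wells without signal, assays at it cannot show a loss, but this was not settled. Divided by the median of the other ratios, the 26 cluster assays at the shared ratio of pair A stood at 0.470, below 0.5-fold. Of the 9 cluster assays off the shared ratio in pair A, 4 were below 0.5-fold and 5 above 2-fold. Divided by that median, 4 were above 2-fold. Raised members would go against a loss of the cluster as a whole there, but each rests on 1 array per line, so this stays open. Of the 5 cluster assays off the shared ratio in pair B, 3 were below 0.5-fold and 1 was above 2-fold under each scaling. These were too few to tell. The list of the cluster, which includes miR-522, had a median off the shared ratio at percentile 1.40 in pair B, over 5 assays, and at percentile 70.9 in pair A.

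On these single arrays the members of the miR-200 family did not all move the same way. miR-200a, miR-200b and miR-429 were at 28.6, 40.8 and 466.9 in pair A of the authors' deposited table, and at 22.4, 2.84 and 3.22 in pair B. miR-200c was lowered in both pairs of these arrays, but the paper's separate RT-qPCR found no significant fall of it. miR-141, whose gene neighbours that of miR-200c in RefSeq, stood at the shared ratio in both. If that ratio stands for wells without signal, it says nothing about a change of miR-141. Under both divisions miR-200a, miR-200b and miR-429 stayed above 2-fold and miR-200c below 0.5-fold, and miR-141 was at 0.470 in pair A when divided by the median of the other ratios. miR-194, which has a gene beside that of miR-192 and another beside that of miR-215, was lowered in both pairs. In the authors' deposited table miR-192 was at 2.86 in pair A and 0.358 in pair B, and miR-215 at 0.0256 and 14.2. The miR-886-3p assay, from the same RNA as miR-886-5p, was at 0.000425 in pair A and 2.05 in pair B of the authors' deposited table.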
